# A Dynamic Co-expression Map of Early Inflorescence Development in *Setaria viridis* Provides a Resource for Gene Discovery and Comparative Genomics

**DOI:** 10.3389/fpls.2018.01309

**Published:** 2018-09-12

**Authors:** Chuanmei Zhu, Jiani Yang, Mathew S. Box, Elizabeth A. Kellogg, Andrea L. Eveland

**Keywords:** inflorescence development, *Setaria*, panicoid grasses, transcriptome profiling, meristem, spikelet

## Abstract

The morphological and functional diversity of plant form is governed by dynamic gene regulatory networks. In cereal crops, grain and/or pollen-bearing inflorescences exhibit vast architectural diversity and developmental complexity, yet the underlying genetic framework is only partly known. *Setaria viridi*s is a small, rapidly growing grass species in the subfamily Panicoideae, a group that includes economically important cereal crops such as maize and sorghum. The *S. viridis* inflorescence displays complex branching patterns, but its early development is similar to that of other panicoid grasses, and thus is an ideal model for studying inflorescence architecture. Here we report a detailed transcriptional resource that captures dynamic transitions across six sequential stages of *S. viridis* inflorescence development, from reproductive onset to floral organ differentiation. Co-expression analyses identified stage-specific signatures of development, which include homologs of previously known developmental genes from maize and rice, suites of transcription factors and gene family members, and genes of unknown function. This spatiotemporal co-expression map and associated analyses provide a foundation for gene discovery in *S. viridis* inflorescence development, and a comparative model for exploring related architectural features in agronomically important cereals.

## Introduction

Extensive morphological diversity is exhibited by inflorescences across grass species, family Poaceae. Since the inflorescences bear grain, understanding the genetic and molecular bases for this variation can accelerate the generation of higher yielding crops through breeding or precision engineering. Grasses encompass the world’s important cereal crops; e.g., maize, sorghum, and millets in the subfamily Panicoideae, wheat, oats, and barley in subfamily Pooideae, and rice in subfamily Oryzoideae (Soreng et al., 2017). Many genes that regulate aspects of inflorescence architecture in grasses have been discovered and characterized, largely in maize and rice (Zhang and Yuan, 2014; Bommert and Whipple, 2017). In many cases gene function is conserved across species (Whipple et al., 2010; Bommert and Whipple, 2017), whereas in others, it varies between species or clades (McSteen, 2006; Whipple, 2017; Bommert and Whipple, 2017). Relatively little is known about how these genes interact in the larger context of a developmental network to control inflorescence form and how these networks are rewired across species.

All inflorescence structures are ultimately derived from a group of pluripotent cells called the inflorescence meristem (IM). The IM is indeterminate and transitions from the shoot apical meristem (SAM) during the shift from vegetative to reproductive growth (Bartlett and Thompson, 2014; Kyozuka et al., 2014). In grasses, the terminal reproductive structure is the spikelet, which bears one or more flowers that produce the seeds. The different routes that the IM takes to form a determinate spikelet meristem (SM) largely determine the morphology of the mature inflorescence (Kyozuka et al., 2014; Whipple, 2017). For example, the IM can produce SMs directly on its flanks, as in wheat, or it can produce few to many indeterminate branch meristems (BMs), which is typical for most grasses. Like the IM, BMs can produce SMs directly, as in finger millet, or can initiate higher order branches, as in rice. The IM and BM may ultimately convert to a terminal SM or simply cease development. Eventually, SMs initiate sterile bracts (glumes) and floral meristems (FMs), which produce lateral organs that differentiate into floral structures including lemma, palea, anthers, and ovary.

In species of the Andropogoneae tribe, which includes maize and sorghum, spikelets are borne in pairs where two SMs arise from a spikelet pair meristem (SPM). Paired spikelets also arose independently in some other closely related groups. In the “bristle clade” of grasses, which includes *Setaria* species and other members of the subtribe Cenchrinae (see Doust and Kellogg, 2002 and references therein), BMs can alternatively differentiate into sterile branches called bristles. While spikelets are not paired in these species, morphological analyses suggest that spikelets may be paired with bristles (Doust and Kellogg, 2002). Recent work in *Setaria viridis* showed that BMs poised to form bristles first initiate an SM identity program before the homeotic shift to bristle formation. This developmental switch is dependent on proper spatiotemporal synthesis of growth-promoting brassinosteroids (BRs) during SM development (Yang et al., 2017).

Despite this variation in inflorescence morphology among grasses, the core underlying developmental processes are shared, and often leverage common regulatory modules. Pathways that regulate IM size (Somssich et al., 2016), SM identity (Bommert and Whipple, 2017), and flower development (Hirano et al., 2014), for instance, are largely conserved across those grass species studied. However, these processes can vary by the spatiotemporal expression of certain factors, functional divergence of gene family members, and/or co-option of novel factors all together. For example, the RAMOSA1 (RA1) transcription factor (TF) is expressed at the base of SPMs in Andropogoneae species and acts to suppress branching by conferring determinacy on the SPM. The timing and degree of RA1 expression dictates inflorescence branching patterns; i.e., during maize tassel development *ra1* is induced early and suppresses higher order branching whereas in sorghum and *Miscanthus*, delayed *ra1* expression leads to highly branched inflorescences (Vollbrecht et al., 2005). By leveraging comparative transcriptome analyses across grasses, we can gain invaluable insight into the core components that regulate these processes, and what variations are associated with species-specific morphologies.

Transcriptome studies of early inflorescence development have been reported for a few important cereal crops, including maize (Eveland et al., 2014), rice (Furutani et al., 2006; Harrop et al., 2016), barley (Digel et al., 2015), and wheat (Feng et al., 2017), leading to systematic discovery of underlying regulatory modules. To our knowledge, maize is the only panicoid grass with existing transcriptome data across early inflorescence development (Eveland et al., 2014). Given the variation in architectures among important cereals in the Panicoideae, comparative expression maps from additional species will help determine conserved and species-specific components. Here, we present a comprehensive developmental and transcriptomics analysis of inflorescence development in *S. viridis*, a model panicoid grass with a rapid life cycle, sequenced genome, and emerging genetics and genomics toolkit (Doust et al., 2009; Brutnell et al., 2010; Bennetzen et al., 2012; Huang et al., 2016; Zhu et al., 2017). We profiled six sequential stages of inflorescence development that captured key events from the reproductive transition to floral organ differentiation and identified stage-specific co-expression signatures. Our detailed characterization of *S. viridis* inflorescence development at both morphological and molecular levels provides an invaluable resource for the community as a foundation for gene discovery and a comparative platform for studying diverse architectures in agronomically important cereal crops.

## Materials and Methods

### Plant Growth Conditions

The reference *S. viridis* genotype A10.1 was used for this study. A10.1 seeds from 2-year-old stocks were used to ensure full loss of dormancy and promote synchronized germination. Seeds were planted in MetroMix 360 soil (Sun Gro Horticulture company) and grown in a controlled growth chamber with the following conditions: temperature of 31°C/23°C (day/night), light intensity of 200 μmol/sq.meter/s for 12 h (6am–6pm) and 50% relative humidity, at the Donald Danforth Plant Science Center’s Integrated Plant Growth Facility. Plants were fertilized with Jack’s 15-16-17 (Hummert International) twice a week.

### Scanning Electron Microscopy

In our controlled conditions, the transition from a vegetative to IM occurred after 8 days after sowing (DAS) and before 10 DAS. Accordingly, vegetative SAMs were hand-dissected from plants at 8 DAS, and IMs from plants at 10, 11, 12, 13, 14, 15, 16, and 18 DAS. Samples were fixed immediately in FAA solution (3.75% formaldehyde, 50% ethanol, and 5% glacial acetic acid) and left overnight. They were then dehydrated using 50% ethanol for a minimum of 1 h and then shifted to 70% ethanol. For critical point drying, samples were dehydrated in an ethanol series (80, 95, 100, 100% ethanol) for at least 1 h for each step; they were then left in 100% ethanol overnight and then moved to fresh 100% ethanol from a newly opened bottle the next day. Samples were then critical point dried using a Tousimis Samdri-780a, mounted on stubs and sputter coated using a Tousimis Samsputter-2a. Images were taken with a Hitachi S2600 SEM at 20 kV at Washington University’s Central Institute for the Deaf.

### RNA Extraction, RNA-seq Library Construction, Sequencing, and Analysis

Inflorescences were hand-dissected into fresh 100% acetone on dry ice from *S. viridis* seedlings at 10, 12, 14, 15, 16, and 18 DAS. Depending on the representative size at a given stage, 10–30 individual inflorescence primordia were pooled per biological replicate; three to four biological replicates were collected for each stage. All sampling was performed within a 2-h window in the morning to control for circadian effects. Acetone was removed and samples were flash-frozen in liquid nitrogen and ground into a fine powder using 3 mm tungsten-carbide beads (Qiagen) in a Tissue Lyser-II. Total RNA was isolated using the PicoPure RNA Isolation Kit (Thermo Fisher Scientific) with in-column DNase I treatment following manufacturer’s protocols. RNA-seq libraries were generated from 1 μg total RNA using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England BioLabs Inc.) and size-selected for 200 bp inserts. Libraries were quantified on a Bioanalyzer (Agilent 2100) using a DNA 1000 chip to confirm the insert size and quantified again on a Qubit 3.0 Fluorometer (Life Technologies) to ensure different libraries were equally loaded, and then sequenced using standard Illumina protocols (Illumina, Inc.) for either paired-end (PE) or single-end (SE) sequencing at 100 bp on the Illumina HiSeq 2500 platform at the University of Illinois at Urbana-Champaign W.M. Keck Center.

Sequenced reads were quality-checked using fastQC with Phred scores all above 30. For read mapping and transcript quantification, we used *Salmon* (v0.8.1) (Patro et al., 2017) in a quasi-mapping mode for indexing reference transcripts from the *S. viridis* primary transcript file (Sviridis_311_v1; Phytozome^1^ v12.1) (**Supplementary Table S1**). Transcripts were quantified using the option numBootstraps 30. Parameters not specified were run as default. *Salmon* outputs were imported into R with the Bioconductor package *tximport* (v1.0.3). Raw counts and transcripts per million (TPM) were extracted for 35,214 *S. viridis* primary transcripts (**Supplementary Table S2**). All subsequent analyses were conducted using TPM (Soneson et al., 2015).

### Gene Co-expression Analyses

To reduce noise from genes with ubiquitously low expression or that do not change expression during development, we applied a set of criteria to filter genes that: (1) showed more than twofold change in expression between at least two of the stages, and (2) collectively had an expression value of at least 1 TPM across all stages. This resulted in 11,425 dynamically expressed genes during inflorescence development (**Supplementary Table S3**). To determine the optimal number of clusters to use for fuzzy c-means (FCM) cluster analysis, we used two functions in the R Bioconductor package, *Mfuzz* (Kumar and Futschik, 2007): (1) Dmin, which calculates the minimum centroid distance for a range of cluster numbers and (2) cselection, which reports the cluster number where empty clusters are detected in the repeated soft clustering. Cluster number was chosen for FCM analysis based on the centroids of each cluster being well separated based on Dmin and there were no empty clusters based on cselection. FCM was performed using *Mfuzz*. The 11,425 genes were clustered into groups based on their standardized mean expression profiles (for each transcript, average expression is 0 and the standard deviation across 6 stages is 1). Each gene was assigned to the cluster with its highest membership score. Heatmaps and hierarchical clustering using Euclidean distances and complete linkage clusters were generated using MeV^2^ (version 4.8) (Saeed et al., 2003).

### Gene Annotation and Homology Searches

The *S. viridis* genome (v1.1) and annotation files were downloaded from Phytozome v12.1. Functional annotations were assigned to *S. viridis* genes based on these files and information extracted from EnsemblPlants Biomart^3^. To determine homologs of *S. viridis* genes in other grass species [maize (v3 and v4 genomes), sorghum (v3.1.1), *Brachypodium* (v3.1), and *Setaria italica* (v2.2)], blastp^4^ was used with two as the maximum target sequence for each gene. All genome sequence data were downloaded from Phytozome v12.1, except for maize v4, which was downloaded from MaizeGDB^5^.

### Phylogenetic Analysis of MADS-Box Family TFs

An HMM (Hidden Markov Model^6^, HMMER 3.1b2) was used to classify genes encoding MADS-Box proteins in the proteome database of *S. viridis* (v1.1) and coding sequences of the primary transcripts were retrieved from Phytozome^1^. Previously identified MIKC type MADS-box genes from Arabidopsis, rice and maize genomes (Parenicová et al., 2003; Arora et al., 2007; Zhao et al., 2011) were included in building the phylogenetic tree. All protein coding sequences were manually checked for the presence of a MADS domain and were aligned using MUSCLE (Edgar, 2004) to construct a maximum likelihood tree by RAxML (Edgar, 2004; Stamatakis, 2014), with 1,000 bootstrap replicates. The final trees were drawn with the R Bioconductor package, *phytools* (Revell, 2011).

### Weighted Gene Co-expression Network Analysis

The R Bioconductor package *wgcna* was used to perform weighted gene co-expression network analysis (WGCNA) on the same set of 11,425 genes used in FCM analysis (Langfelder and Horvath, 2008). A matrix of all genes with their TPM values across 23 samples (including individual biological replicates) was used as input. An adjacency matrix was generated to determine similarity between genes (i.e., correlation for every gene pair across the 23 samples) and transformed through a soft-thresholding procedure using the function “pickSoftThreshold,” where a soft power of 18 was chosen for module detection. A topological overlap measure (TOM) was then calculated from the adjacency matrix to estimate network interconnectedness. The dissimilarity of TOM (1-TOM) was used as the input for average linkage hierarchical clustering to identify co-expression modules. Module eigengenes (MEs), the first principal component of a given module, was used as a representative gene expression profile for that module. Modules were further merged based on their MEs (using cutHeight = 0.25) and the module membership (MM) for each gene indicated the degree of similarity between its expression profile and each ME. The entire network including WGCNA-calculated weights for each edge between genes (nodes) is available on NCBI GEO. Gene-to-gene connections were filtered if the weight of interaction was <0.02. Sub-networks were visualized using Cytoscape^7^ v3.4.10.

## Results and Discussion

### Morphological Characterization of Inflorescence Development in *S. viridis*

To characterize the developmental progression of the *S. viridis* inflorescence, we used scanning electron microscopy (SEM) to examine sequential stages from floral transition to floral organ development. At 8 DAS, the SAM had not yet transitioned, but had emerged from surrounding leaf primordia (**Figure 1A**). By 10 DAS, the SAM had transitioned to the IM and BMs were initiated but barely visible (**Figure 1B**). By 11 DAS, primary BMs had initiated at the base of the developing inflorescence and continued to form in a helical pattern at 12 DAS (**Figures 1C,D**). From 12 to 14 DAS, secondary and tertiary BMs developed sequentially in a distichous pattern (**Figures 1D–F**). By 15 DAS, the IM had ceased to produce new BMs and those at the inflorescence tip were the first to differentiate into SMs or bristles (**Figures 1G,J**). At 16 DAS, differentiation of SMs and bristles continued basipetally and the two developing structures became morphologically distinguishable. SMs then initiated glumes and FMs, while bristles started to elongate and form an indented ring below the meristem tip (**Figures 1H,K**), which often later detached (Doust and Kellogg, 2002; Yang et al., 2017). By 18 DAS, floral organs such as lemma, palea, and anther primordia formed in the spikelets, and bristles further elongated and produced prickle hairs (Doust and Kellogg, 2002; **Figures 1I,L**).

**FIGURE 1:**
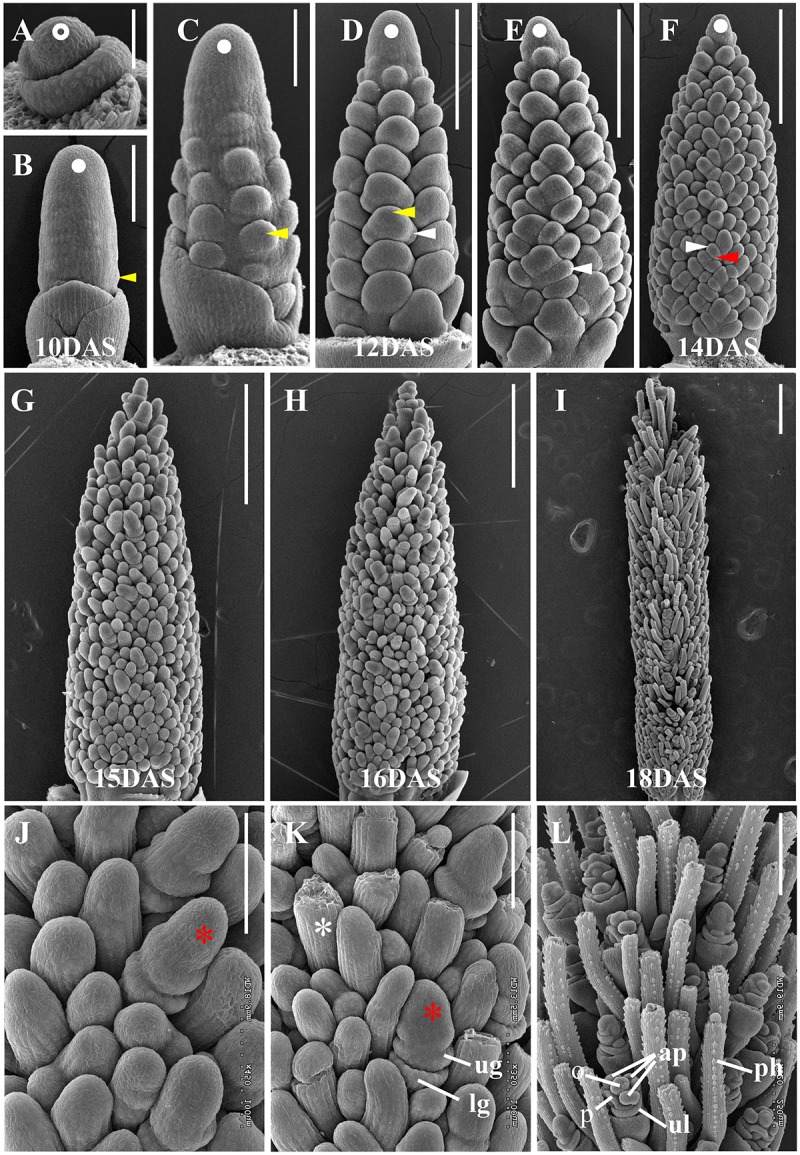
Key developmental stages of *Setaria viridis* inflorescence development by SEM. **(A)** At 8 DAS, the *S. viridis* SAM (*white open circle*) had not yet transitioned to reproductive development. **(B)** By 10 DAS, the SAM had transitioned to an indeterminate IM (*white dot*) and primary BMs (*yellow arrow*) were initiated. As development proceeds through **(C)** 11 DAS, **(D)** 12 DAS, **(E)** 13 DAS, and **(F)** 14 DAS stages, primary, secondary, and higher order branching was progressively initiated (white dot, IM; yellow arrow, primary BM; white arrow, secondary BM; red arrow, tertiary BM). **(G**, **J)** At 15 DAS, SMs (*red asterisk*) had begun to differentiate and by 16 DAS **(H**, **K)**, were distinguishable from developing bristles (*white asterisk*) and initiated glume primordia (lg, lower glume; ug, upper glume). **(I**, **L)** At 18 DAS, bristles were elongated and developed prickle hairs (ph) and SMs further differentiated floral organs (ul, upper lemma; p, palea; ap, anther primordium; o, ovary). Developmental stages that were used for RNAseq-based transcript profiling are labeled. Scale bars = 50 μm in **(A)**, 100 μm in **(B**, **C**, **J**, and **K)**, 250 μm in **(D**–**F** and **L)**, and 500 μm in **(G**–**I)**.

### Transcriptome Profiling and Stage-Specific Expression of TF Families

To establish a dynamic transcriptome map of *S. viridis* inflorescence development, we used RNA-seq to link global changes in gene expression with developmental transitions. Based on our detailed morphological characterization, we selected six stages that captured key events in inflorescence development for transcriptome profiling by RNA-seq: the initiation of the IM (10 DAS), primary and secondary (12 DAS), and higher order (14 DAS) branching events, transition to SMs (15 DAS), differentiation of spikelets and bristles (16 DAS), and development of floral organs (18 DAS) (**Figure 1**). For each of these six stages, inflorescence primordia were hand-dissected and RNA-seq libraries prepared for three to four biological replicates as described in the Section “Materials and Methods” (**Supplementary Table S1**). 

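The RNA-seq data cover 23 libraries of hand-dissected inflorescence primordia of the A10.1 accession, 4 at each of 10, 14, 15, 16 and 18 DAS and 3 at 12 DAS, where the replicates are numbered 1, 2 and 4. Each library was made from a pool of primordia, so the replicate error below is an error between pools and not between plants. The libraries of 10, 12 and 14 DAS came from a paired-end run of which read 1 was used, and those of 15, 16 and 18 DAS came from a single-end run, both at 100 bp. The authors mapped the reads to the primary transcripts of the S. viridis v1.1 annotation with Salmon and deposited the estimated number of reads on each of 35214 genes, without normalization. These estimated counts are not always whole, because Salmon divides a read that fits several transcripts between them, and 8.77% of the values in the table have a fraction. The values were rounded to whole counts here. The column totals equal the mapped reads of Supplementary Table S1 in every library. They ran from 15620855 to 24467495 at 10 DAS (median 18342070), from 13248904 to 19048311 at 12 DAS (median 18461830), from 16026216 to 19244179 at 14 DAS (median 18123410), from 7630744 to 15543160 at 15 DAS (median 11616794), from 12377240 to 15376836 at 16 DAS (median 13919332) and from 13269772 to 16556504 at 18 DAS (median 14034209). Replicates 1 and 2 of 15 DAS, with 8964218 and 7630744 counts, were the shallowest libraries. A gene at 1 CPM (counts scaled to an equal total per library) therefore rests on about 7.63 counts in the shallowest library and on 24.47 in the deepest. Counts were scaled to CPM with the TMM method of edgeR, and stages were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 21180 genes that pass its filterByExpr function, in a fit of all 23 libraries. CPM is not divided by transcript length, so its level cannot be compared with the TPM values of the paper, and a ratio between stages can be compared only after removal of a shift common to all genes of a stage. Because the change from paired-end to single-end sequencing falls between 14 and 15 DAS, sequencing run and developmental time cannot be told apart in any comparison across these stages. Comparisons within the early stages or within the late stages are given beside them where they were made, which leaves out the lists of TFs.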

Transcript abundance was quantified in TPM at each of the six stages; these analyses showed strong correlations among biological replicates and dynamic patterns of gene expression across developmental stages (**Supplementary Figures S1**, **S2** and **Supplementary Table S2**). 

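Among the 21180 genes tested, the Spearman correlation of log2(CPM + 1) between the replicates of a stage had a median of 0.991 over 33 pairs of libraries, with a range of 0.957 to 0.995. The 220 pairs of libraries from different stages had a median of 0.96 and ranged from 0.909 to 0.99. These are correlations across genes, and genes are not independent replicates. With all 30004 genes that have at least 1 count, the alternative that moved it most, the median within stages was 0.985. The median correlation was 0.991 at 10 DAS, 0.994 at 12 DAS, 0.993 at 14 DAS, 0.984 at 15 DAS, 0.992 at 16 DAS and 0.991 at 18 DAS. The 15 DAS libraries differed most from each other, with a correlation of 0.957 between replicates 2 and 4 and of 0.989 between replicates 3 and 4. Replicate 1 of 15 DAS had its highest correlation, 0.988, with a 16 DAS library, against 0.987 with the closest 15 DAS library. For replicate 2 of 15 DAS these values were 0.987 and 0.985. Every library of the other 5 stages had its highest correlation with a library of its own stage.

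**Figure D1:**
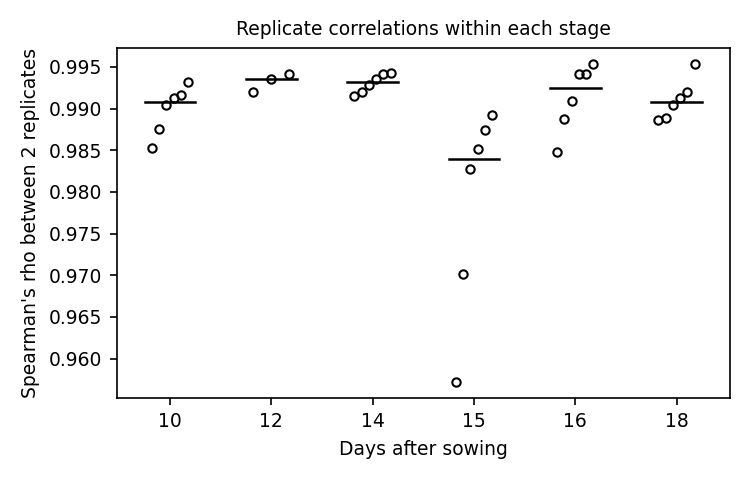
Spearman correlation between replicate libraries, by stage in days after sowing. Each circle is a pair of libraries and each line the median of a stage. Pairs of the 15 DAS libraries reach down to 0.957 and pairs of the other stages stay at 0.985 or above.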

Based on our filtering criteria described in the section “Materials and Methods,” all analyses in this manuscript were performed using a subset of 11,425 dynamically expressed genes (**Supplementary Table S3**).

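With the paper's criteria applied to the CPM means of the stages, a change of more than 2-fold between some pair of stages and stage means that sum to at least 1, 10413 genes were dynamically expressed, and the paper reports 11425 from TPM. Raising the required sum to 10, the alternative that moved this count most, left 6301. Of these 10413 genes, 2971 had their highest mean at 10 DAS, 729 at 12 DAS, 698 at 14 DAS, 2789 at 15 DAS, 755 at 16 DAS and 2471 at 18 DAS. These criteria take no account of replicate error. By edgeR's quasi-likelihood F-test, 18694 of the 21180 genes tested (88.3%) differed among the 6 stages at an adjusted p under 0.05, including 8886 of the 9265 dynamically expressed genes that were tested (95.9%). Between adjacent stages, 3040 genes changed from 10 to 12 DAS (1399 higher and 1641 lower), 1116 from 12 to 14 DAS (490 higher and 626 lower), 11938 from 14 to 15 DAS (6223 higher and 5715 lower), 6062 from 15 to 16 DAS (2919 higher and 3143 lower) and 7721 from 16 to 18 DAS (4269 higher and 3452 lower). The count for 10 to 12 DAS was 1739 without replicate 1 of 12 DAS, and that for 12 to 14 DAS was 510 without replicate 2 of 12 DAS. Changes of more than 2-fold made up 1276 (431 higher and 845 lower), 427 (199 higher and 228 lower), 3430 (2486 higher and 944 lower), 747 (58 higher and 689 lower) and 1574 (1209 higher and 365 lower) of these counts, in the same order. The replicates of the stages compared did not overlap for 4914 genes (23.2%) between 10 and 12 DAS and 4473 (21.1%) between 12 and 14 DAS, where chance gives 5.71%, and for 9271 (43.8%), 5319 (25.1%) and 8206 (38.7%) in the later comparisons, where chance gives 2.86%. The comparison of 14 with 15 DAS is the one that also changes the sequencing run. Of its 11938 genes, 8950 (75.0%) differed among 10, 12 and 14 DAS, among 15, 16 and 18 DAS, or in both tests, each within a run. Of all 21180 genes tested, 14989 did so, and the share therefore does not show that the step from 14 to 15 DAS is development.

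**Figure D2:**
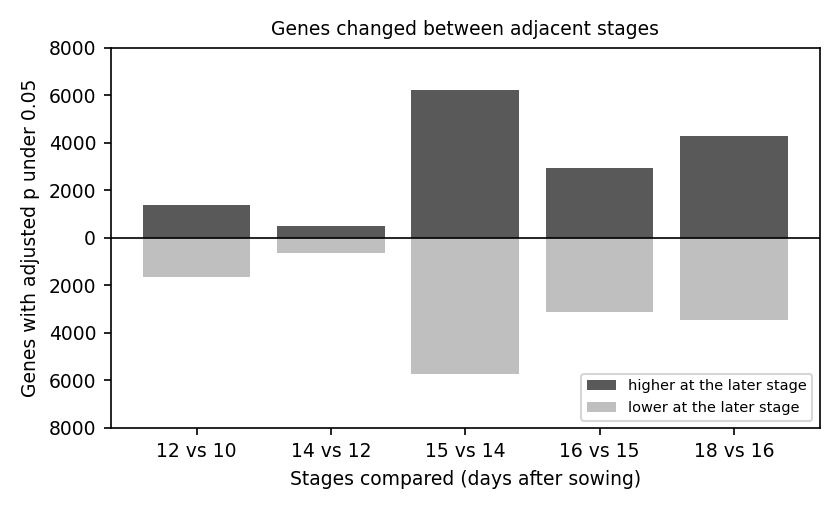
Number of genes with an adjusted p under 0.05 between adjacent stages, by edgeR, with genes higher at the later stage above 0 and genes lower at the later stage below it. The bars for 15 against 14 DAS, which also compare the sequencing runs, reach 6223 and 5715 genes.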

We explored developmental dynamics of TF families across the six stages. Spatiotemporal expression and combinatorial action of TF family members fine-tune developmental decisions, and knowledge of their individual expression profiles can provide insight into underlying regulatory mechanisms. We annotated several TF families in *S. viridis* based on annotations of functional TF domains from various sources. Specifically, we focused on families with multiple members previously implicated in plant development and plotted relative expression of family members across the six stages: MADS-box, TCP, SBP (**Figure 2**), AP2/ERF, bHLH, C2H2_Zinc, bZIP, LOB, and NAC families (**Supplementary Figure S3**; see abbreviations in **Box 1**). Individual TF family members showed dynamic expression profiles during early inflorescence development in *S. viridis* (**Figures 2**, **Supplementary Figures S3**, **S4** and **Supplementary Table S4**). These included orthologs of previously characterized developmental regulators from maize and rice, as well as many uncharacterized family members with potential functions in inflorescence development based on their co-expression patterns. For example, we identified a set of 21 candidate TFs that were highly expressed and showed large fold changes in expression that peaked at specific stages of inflorescence development (**Supplementary Figure S4** and **Supplementary Table S4**).

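Supplementary Table S4 lists 468 members of the 9 TF families, and 424 of them had enough counts to be tested. Among these, 411 (96.9%) differed among the 6 stages (edgeR's quasi-likelihood F-test, adjusted p under 0.05), and the count was also 411 adjusted over the list alone. Of all 21180 genes tested, 88.3% differed by the same test, and the difference between these shares was not tested. The test spans both sequencing runs, and a count within a run is not given for these families. The listed members had been selected by family, although the paper shows their profiles in these same samples. All tested members changed in the MADS-box (29), TCP (26), SBP (14) and LOB (11) families. In the AP2/ERF family 86 of 89 tested members changed, in bHLH 84 of 88, in C2H2 63 of 65, in bZIP 50 of 53 and in NAC 48 of 49. With only genes of at least 10 counts in every library, which removes members that are silent at some stage, 249 members were counted as changed. The stage with the highest mean differed between members of a family. Of the 31 MADS-box genes, 6 were highest at 10 DAS, 9 at 15 DAS and 10 at 18 DAS. Of the 27 TCP genes, 7 were highest at 10 DAS, 5 at 14 DAS and 9 at 18 DAS. The 14 SBP genes had none at 10 DAS, 4 at 16 DAS and 5 at 18 DAS, and among the 94 bHLH genes 34 were highest at 10 DAS and 29 at 18 DAS. Over all families 125 members were highest at 10 DAS, 34 at 12 DAS, 41 at 14 DAS, 94 at 15 DAS, 41 at 16 DAS and 133 at 18 DAS.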

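All 21 candidate TFs of Supplementary Table S4 were tested and all 21 differed among the 6 stages by edgeR's F-test at an adjusted p under 0.05, as they did when adjusted over the list alone. The paper chose these TFs for large changes in the same libraries, so this count is not independent evidence. It also spans both sequencing runs, and a count within a run is not given. With at least 10 counts required in every library, 14 of them were tested and called. By CPM, 5 had their highest mean at 10 DAS, 2 at 12 DAS, 2 at 14 DAS, 3 at 15 DAS, 1 at 16 DAS and 8 at 18 DAS. All 21 met the criteria for dynamic expression on the CPM scale.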

**FIGURE 2:**
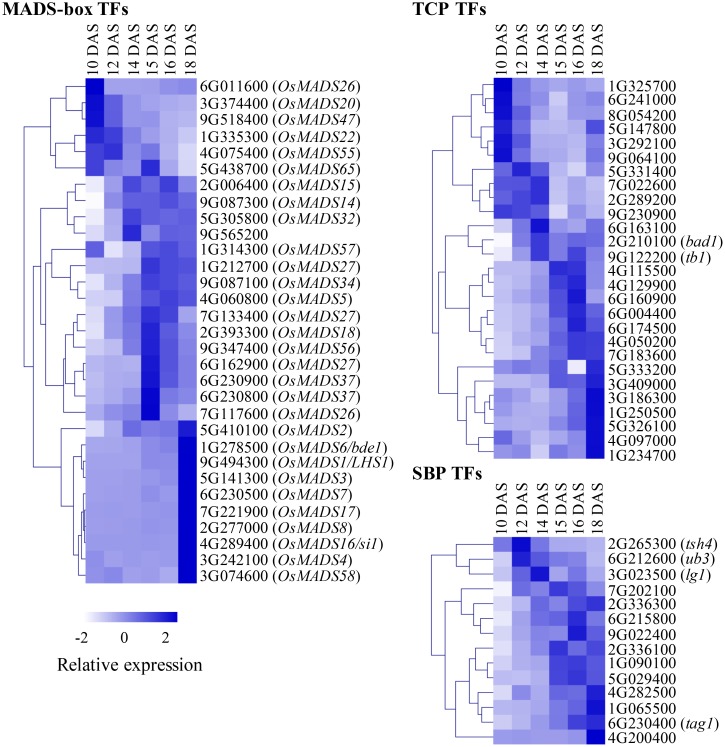
Transcription factor (TF) family members show dynamic expression profiles across inflorescence development. Individual members of MADS-box, TCP and SBP TF families were annotated, TPM values for each were normalized based on a Z-scale and plotted as a heatmap across the six stages of *Setaria viridis* inflorescence development. For MADS-box genes, names of orthologous genes from rice are included. For TCP and SBP families, orthologs of classical maize genes are indicated. *White-to-dark* shading represents low-to-high relative expression level.

**Box 1:** Abbreviations and names of TF families annotated in this study.

	Transcription factor (TF) family
AP2/ERF	AP2/ethylene-responsive factor
bHLH	Basic helix-loop-helix
bZIP	Basic-leucine zipper protein
C2H2_Zinc	C2H2-zinc finger protein
LOB	Lateral organ boundary domain proteins
NAC	NAM, ATAF1/2, and CUC2 domain proteins
SBP	Squamosa promoter-binding protein
TCP	Teosinte branched 1/CYCLOIDEA/PROLIFERATING CELL FACTOR1

In addition, we performed a detailed phylogenetic analysis for the MIKC type MADS-box family based on these annotations to determine homology between the *S. viridis* genes and those in maize, rice and/or Arabidopsis (**Supplementary Figure S5**). This phylogenetic framework enables comparative analyses among MADS-box family members that have been shown in multiple systems to work in a combinatorial manner to regulate development (Theißen et al., 2016; Bartlett, 2017).

### Modules of Co-expressed Genes During *S. viridis* Inflorescence Development

To define signatures of gene expression across this developmental trajectory, we used an FCM clustering approach (Kumar and Futschik, 2007) and our filtered set of 11,425 dynamically expressed genes. Based on simulations and selection criteria as described in the Section “Materials and Methods,” we determined 25 as an optimal number of clusters to use for the FCM analyses (**Supplementary Figure S6A**). 

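Fuzzy c-means clustering of the 10413 genes that were dynamically expressed on the CPM scale, with 25 centres on stage means standardized per gene, gave clusters of 299 to 539 genes. The fuzzifier, which sets how far a gene can be shared between clusters, was 1.718 by the formula that Mfuzz uses, and of 20 random starts the one with the lowest objective was kept. The median of the highest membership score per gene was 0.406. Of the 25 clusters, 7 had their centre highest at 10 DAS (3153 genes), 1 at 12 DAS (428 genes), 2 at 14 DAS (647 genes), 8 at 15 DAS (3230 genes), 1 at 16 DAS (386 genes) and 6 at 18 DAS (2569 genes). A lower fuzzifier, the alternative that moved the sizes most, gave 212 to 775 genes per cluster.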

FCM was used to assign a membership score for each gene to each cluster, and based on the highest score for each gene, 25 clusters with unique expression profiles were defined ranging from 290 to 608 genes per cluster (**Supplementary Figure S6B** and **Supplementary Table S3**).

The mean relative expression value across the six developmental stages was determined for each of the 25 clusters and hierarchical clustering on these values revealed four groups (**Figure 3A**), each representing a distinct developmental expression pattern: (1) floral transition and IM identity, (2) BM initiation and determinacy, (3) SM differentiation and FM initiation, and (4) floral organ development. 

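The paper places 51 genes that it names by an identifier in these groups. For each group a contrast was set from the direction the paper gives: 10 DAS against the mean of 15, 16 and 18 DAS for Group 1, the mean of 12 and 14 DAS against the mean of 15, 16 and 18 DAS for Group 2, 16 against 10 DAS for Group 3, and 18 DAS against the mean of 10, 12 and 14 DAS for Group 4. Of the 51 genes, 50 had enough counts to be tested, and all 50 changed in the stated direction by edgeR's quasi-likelihood test at an adjusted p under 0.05, 9 in Group 1, 11 in Group 2, 16 in Group 3 and 14 in Group 4. The count was also 50 adjusted over the list alone. Because the paper chose these genes with their expression in these samples at hand, that is not independent evidence. These contrasts span both sequencing runs. Within a run, the contrasts were 10 against 14 DAS, the mean of 12 and 14 DAS against 10 DAS, 14 against 10 DAS, and 18 against 15 DAS for the 4 groups in order. In these, 49 of the 50 were higher on the first-named side, and SvAn1 was not. For Groups 2 and 3 these contrasts test an early rise. They do not test the fall of Group 2 by 15 DAS or a peak of Group 3 around 16 DAS. All 50 contrasts across runs stayed past the threshold in each of the 23 fits that left out 1 library. With at least 10 counts required in every library, fewer of these genes could be tested and 34 were called. SvTfl1 in Group 1 fell from 13.9 ± 3.78 CPM at 10 DAS to 0.412 ± 0.417 CPM at 18 DAS, SvLg1 in Group 2 was 72.8 ± 16.0 CPM at 14 DAS and 13.6 ± 1.19 CPM at 18 DAS, SvTb1 in Group 3 rose from 5.32 ± 2.23 CPM at 10 DAS to 48.8 ± 6.75 CPM at 16 DAS, and SvSi1 in Group 4 rose from 0.028 ± 0.057 CPM at 14 DAS to 22.5 ± 7.27 CPM at 18 DAS (mean ± SD, n = 4 at each). From the mean profiles of the clusters, its microscopy of the stages and the profiles of known orthologs, the paper reasons that each group stands for a phase of development. These phases run from floral transition to floral organ development.

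**Figure D3:**
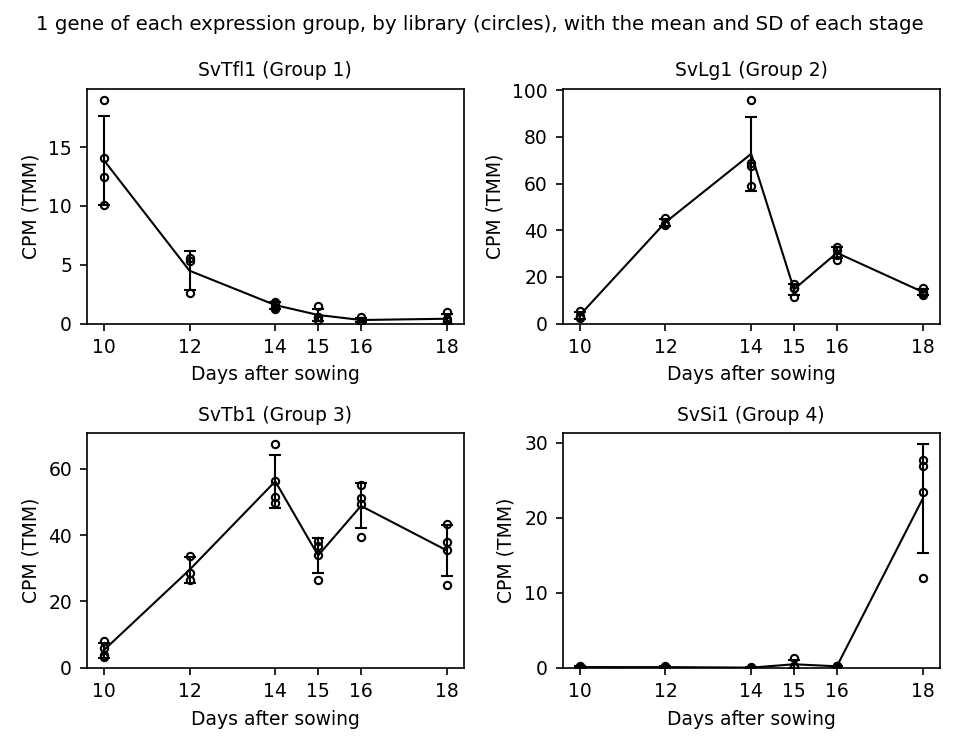
TMM-normalized CPM of a gene from each expression group at 6 stages, in days after sowing. Circles are libraries, the line joins the stage means and the bars are SD. SvTfl1 is highest at 10 DAS, SvLg1 and SvTb1 have their highest means at 14 DAS, and SvSi1 is near 0 until 16 DAS.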

We first located orthologs of known developmental genes; expression profiles of representative genes within each group were comparable to those of their orthologs in maize and rice, consistent with their predicted roles in development (**Figure 3B** and **Supplementary Table S3**). In the following four subsections, we describe expression of these and other key developmental regulators during *S. viridis* inflorescence development compared to other grasses and highlight some key findings from each of the major expression groups. For simplicity, we listed full names and abbreviations of genes discussed in **Table 1**.

**FIGURE 3:**
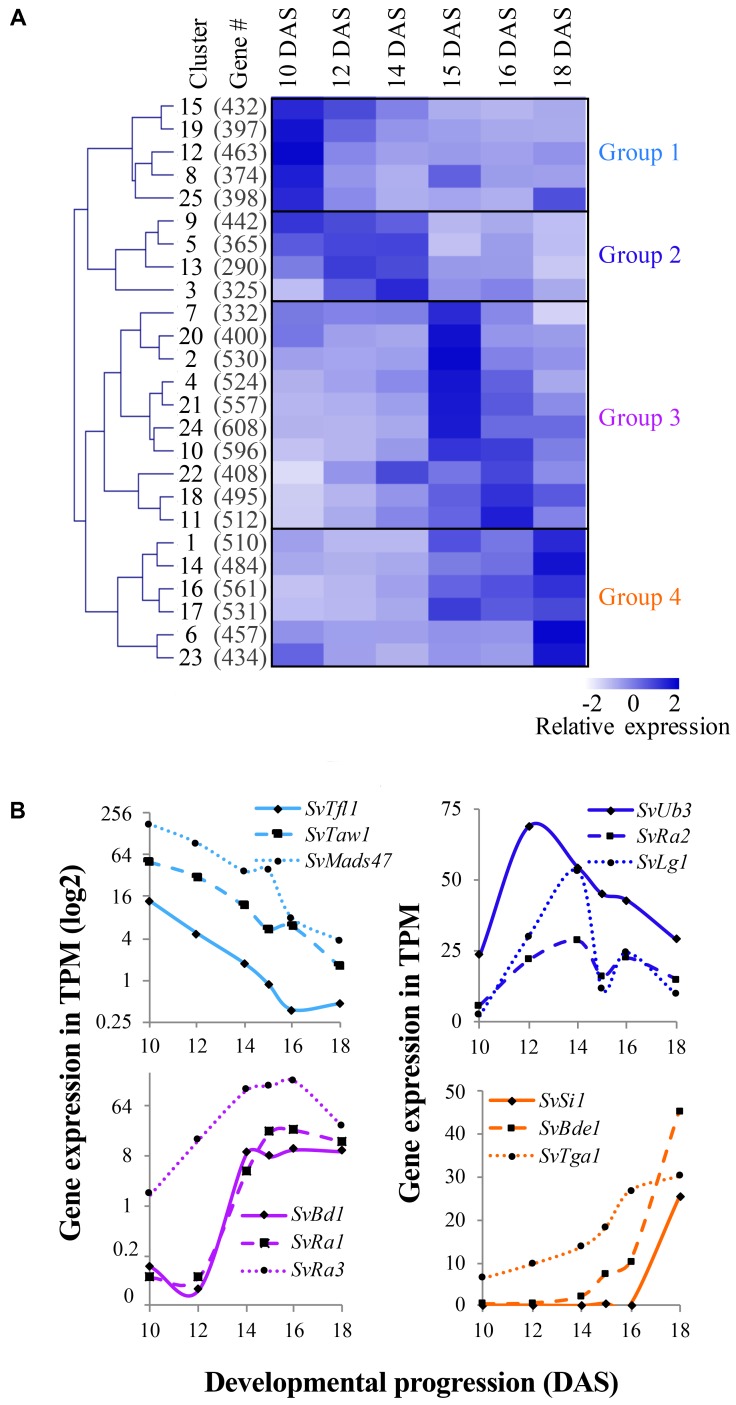
Co-expression analysis revealed distinct gene expression signatures during *Setaria viridis* inflorescence development. **(A)** FCM clustering of 11,425 dynamically expressed genes identified 25 co-expression clusters. The mean relative expression value of genes in each cluster across development was used for hierarchical clustering and is displayed by the heatmap. Overall clusters organized into four general groups of expression associated with key developmental transitions. *White-to-dark* shading represents low-to-high relative expression level. **(B)** Within each of the four expression groups, homologs of known developmental genes from other species showed expected expression patterns.

**Table 1:** *Setaria viridis* genes, short name descriptions and homologs in maize, rice, and Arabidopsis.

*S. viridis*		Maize	Rice	Arabidopsis
Sevir.8G033800	*SvTfl1*	*Zea centroradialis*	*RICE CENTRORADIALIS*	*TERMINAL FLOWER 1*
Sevir.5G394700	*SvLg2*	*Liguleless 2*		
Sevir.9G221800	*SvTaw1*		*TAWAWA 1*	
Sevir.4G229000	*SvMoc1*		*MONOCULM 1*	
Sevir.3G028500	*SvWus*		*TILLERS ABSENT 1*	*WUSCHEL*
Sevir.7G234000	*SvLfy*	*Zea floricaula*	*ABERRANT PANICLE ORGANIZATION 2*	*LEAFY*
Sevir.6G212600	*SvUb3*	*Unbranched 3*	*WEALTHY FARMER’S PANICLE*	
Sevir.2G265300	*SvTsh4*	*Tassel shealth 4*		
Sevir.3G136200	*SvTsh1*	*Tassel sheath 1*	*NECK LEAF 1*	*HANABA TARANU*
Sevir.3G023500	*SvLg1*	*Liguleless 1*		
Sevir.5G116100	*SvRa2*	*Ramosa 2*		
Sevir.4G025200	*SvBaf1*	*Barren stalk fastigiate 1*	*DEPRESSED PALEA 1*	*AT-HOOK NUCLEAR LOCALIZED 22*
Sevir.5G116300	*SvVt2*	*Vanishing tassel 2*		
Sevir.3G410700	*SvBif2*	*Barren inflorescence 2*		
Sevir.2G302300	*SvDfl1*	*Delayed flower 1*		
Sevir.9G259300	*SvPla1*			*PLASTOCHRON 1*
Sevir.5G251100	*SvSpi1*	*Sparse inflorescence 1*		
Sevir.5G374100	*SvBa1*	*Barren stalk 1*	*LAX PANICLE 1*	
Sevir.2G437800	*SvBd1*	*Branched silkless 1*	*FRIZZY PANICLE*	
Sevir.2G209800	*SvRa1*	*Ramosa 1*		
Sevir.2G407500	*SvRa3*	*Ramosa 3*		
Sevir.4G119100	*SvFea4*	*Fasciated ear 4*		*PERIANTHIA*
Sevir.4G294000	*SvTd1*	*Thick tassel dwarf 1*		*CLAVATA 1*
Sevir.8G183800	*SvFon2*		*FLORAL ORGAN NUMBER 2*	*CLAVATA 3*
Sevir.9G107600	*SvKn1*	*Knotted 1*		*BREVIPEDICELLUS*
Sevir.2G029800	*SvRs1*	*Rough sheath 1*		
Sevir.2G237500	*SvBrm*			*BRAHMA*
Sevir.4G112300	*SvSyd*			*SPLAYED*
Sevir.4G124400	*SvCuc2*			*CUP-SHAPED COTYLEDON 2/3*
Sevir.6G213600	*SvCuc3*			
Sevir.2G210100	*SvBad1*	*Branch angle defective 1/wavy auricle in blade 1*	*RETARDED PALEA 1*	
Sevir.9G122200	*SvTb1*	*Teosinte branched 1*		
Sevir.4G289400	*SvSi1*	*Silky 1*	*SUPERWOMAN1*	
Sevir.1G278500	*SvBde1*	*Bearded ear 1*		
Sevir.9G494300	*SvLhs1*		*LEAFY HULL STERILE1*	
Sevir.6G230400	*SvTga1*	*Teosinte glume architecture 1*		
Sevir.5G086100	*SvSl1*		*STAMENLESS 1*	
Sevir.1G255900	*SvTob1*	*Yabby 15*	*TONGARI-BOUSHI 1*	
Sevir.9G265300	*SvAn1*	*Anther ear 1*		
Sevir.9G439800	*SvTs2*	*Tassel seed 2*		

### Group 1: Floral Transition and IM Identity

Genes in Group 1 (including clusters 8, 12, 15, 19, and 25) showed highest expression at 10 DAS as the IM was initiated and decreased at later stages of development (**Figure 3A**, **Supplementary Figure S6** and **Supplementary Table S3**). 

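Of the 10 genes that the paper names in Group 1, 7 had their highest mean at 10 DAS and 3 (SvTfl1-like, SvLg2 and the homolog of OsMADS55) at 12 DAS. For these 3 genes the change from 10 to 12 DAS was within the replicate error, with adjusted p = 0.105, 0.482 and 0.805 by edgeR. In the fuzzy c-means clusters from CPM, all 10 were assigned to clusters whose centre was highest at 10 DAS. Among the 9 of these genes that were tested, the contrast of 10 DAS against the later stages was largest for SvTfl1-like and smallest for the paralog Sevir.7G334800. Their log2 fold changes were 5.54 (standard error 0.19) and 1.08 (standard error 0.17).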

We inferred that genes involved in regulating the transition to reproductive growth, IM identity, and/or primary branch initiation would be included in these clusters. For example, *SvTfl1* (Sevir.8G033800), an ortholog of *TERMINAL FLOWER1*, a general repressor of flowering in many species including maize, rice, and Arabidopsis (Nakagawa et al., 2002; Danilevskaya et al., 2010; Hanano and Goto, 2011), was grouped in cluster 19 (**Figure 3B**). 

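SvTfl1 had 4.49 ± 1.66 CPM (SD, n = 3) at 12 DAS, 1.57 ± 0.292 CPM (SD, n = 4) at 14 DAS and 0.732 ± 0.503 CPM (SD, n = 4) at 15 DAS. From 10 to 12 DAS it fell by 1.63 on the log2 scale (standard error 0.35, adjusted p = 0.00266, edgeR's quasi-likelihood test) and from 12 to 14 DAS by 1.51 (standard error 0.38, adjusted p = 0.0202). At 16 DAS and 18 DAS its libraries held few counts, with means of 0.304 and 0.412 CPM, and the difference between these stages was not detectable at this depth (adjusted p = 0.694). For 10 against 14 DAS, within the paired-end run, the log2 fold change was 3.14 (standard error 0.35, adjusted p = 2.58e-07, edgeR).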

Three other *TFL1*-like homologs clustered in Group 1; Sevir.7G334800, a closely related paralog of *SvTfl1*, Sevir.7G097700 and Sevir.1G183200. 

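At 10 and 12 DAS Sevir.1G183200 had 43.0 ± 11.9 CPM (SD, n = 4) and 61.3 ± 7.25 CPM (SD, n = 3). Sevir.7G334800 had 7.54 ± 1.32 CPM (SD, n = 4) and 4.61 ± 1.57 CPM (SD, n = 3), and Sevir.7G097700 had 0.274 ± 0.24 CPM (SD, n = 4) and 0.245 ± 0.207 CPM (SD, n = 3). Within each of the 7 libraries of these stages Sevir.1G183200 had the highest value. Its log2 ratio to Sevir.7G334800 was 3.03 ± 0.88 (SD, n = 7), between 1.89 and 4.34, and its log2 ratio to Sevir.7G097700 was 7.90 ± 1.76 (SD, n = 7), where the latter had few counts. For both ratios an exact two-sided sign-flip permutation test gave p = 0.0156, the smallest that 7 libraries allow. CPM does not correct for transcript length, which also enters a ratio between genes. Sevir.7G097700 had too few counts to be tested across stages, with at most 13 counts in a library. Reads that fit several of these related transcripts were divided between them by the authors' quantification, so the split between close paralogs is uncertain. From 14 to 15 DAS Sevir.1G183200 changed from 17.4 ± 3.64 CPM (SD, n = 4) to 2.14 ± 0.541 CPM (SD, n = 4).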

The latter gene, which we named *SvTfl1-like*, was expressed markedly higher than the other two at 10–12 DAS in cluster 15 (**Supplementary Table S3**). Co-expressed in cluster 15 was *SvLg2* (Sevir.5G394700), the ortholog of *liguleless 2* (*lg2*) from maize, which encodes a bZIP TF responsible for early establishment of lateral organ boundary positioning (Harper and Freeling, 1996; Walsh et al., 1998). 

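SvLg2 had 28.1 ± 4.72 CPM (SD, n = 4) at 10 DAS, 32.5 ± 4.26 CPM (SD, n = 3) at 12 DAS, 20.0 ± 1.96 CPM (SD, n = 4) at 14 DAS, 8.79 ± 0.98 CPM (SD, n = 4) at 16 DAS and 15.8 ± 4.38 CPM (SD, n = 4) at 18 DAS. It was higher at 10 DAS than over the late stages (log2 fold change 1.43, standard error 0.13, adjusted p = 2.17e-09, edgeR). Within the paired-end run, 10 against 14 DAS gave a smaller contrast (log2 fold change 0.49, standard error 0.17, adjusted p = 0.0193, edgeR), which was no longer past the threshold without replicate 3 of 10 DAS (log2 fold change 0.41, adjusted p = 0.0712, edgeR) or without replicate 2 of 14 DAS (0.47, adjusted p = 0.0502). It rose again from 16 to 18 DAS (log2 fold change 0.85, standard error 0.18, adjusted p = 0.000822, edgeR).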

Loss-of-function *lg2* mutants in maize produce few to no tassel branches. Consistent with its expression profile in *S. viridis* (**Supplementary Figure S4**), *lg2* in maize has been implicated in the transition from vegetative to reproductive growth (Walsh and Freeling, 1999).

In rice, *TAWAWA1* (*TAW1*) encodes a nuclear protein belonging to the *ALOG* (*ARABIDOPSIS LSH1 and ORYZA G1*) gene family that is highly expressed in the IM and BMs early in inflorescence development, and decreases during the phase change to SM identity (Yoshida et al., 2013). *TAW1* promotes indeterminate IM and BM activity by suppressing acquisition of SM identity, and thus is a major regulator of inflorescence architecture (Yoshida et al., 2013). 

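Sevir.9G221800 had 116 ± 35.2 CPM (SD, n = 4) at 10 DAS, 70.8 ± 13.9 CPM (SD, n = 3) at 12 DAS, 25.4 ± 6.19 CPM (SD, n = 4) at 14 DAS, 10.9 ± 2.87 CPM (SD, n = 4) at 15 DAS, 11.8 ± 2.47 CPM (SD, n = 4) at 16 DAS and 3.55 ± 1.68 CPM (SD, n = 4) at 18 DAS. At 16 DAS replicate 4, at 8.17 CPM, lay below the other 3 libraries, at 12.8 to 13.6 CPM. The decrease was larger than the replicate error from 12 to 14 DAS (log2 fold change -1.48, standard error 0.25, adjusted p = 0.000808, edgeR), while that from 10 to 12 DAS was not (log2 fold change -0.72, adjusted p = 0.0578, edgeR). For 10 DAS against the mean of 15, 16 and 18 DAS the contrast was 3.93 (standard error 0.18), and for 10 against 14 DAS, within a run, 2.20 (standard error 0.24).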

The *S. viridis* ortholog, *SvTaw1* (Sevir.9G221800), was found in cluster 19 (**Figures 3A,B**), which shows a very similar expression profile to cluster 15, consistent with *TAW1* expression in rice. Five other *ALOG* genes were found in Group 1 and shared similar expression profiles (Table S3); Sevir.7G17600 and Sevir.1G244200, which we named *SvTaw1-like 1* and *SvTaw1-like 2*, respectively, shared highest homology with *SvTaw1* and were co-expressed in cluster 15 (**Figure 4**). 

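SvTaw1-like 2 (Sevir.1G244200) had 61.2 ± 11.5 CPM (SD, n = 4) at 10 DAS, 17.6 ± 3.43 CPM (SD, n = 4) at 14 DAS and 1.77 ± 0.747 CPM (SD, n = 4) at 18 DAS. Its decrease was larger than the replicate error at every step, with adjusted p from 2.09e-05 between 16 and 18 DAS to 0.0479 between 10 and 12 DAS by edgeR's quasi-likelihood test. The log2 fold change of 10 DAS against the late stages was 3.73 (standard error 0.13, adjusted p = 5.52e-16, edgeR) and that of 10 against 14 DAS was 1.80 (standard error 0.17). SvTaw1-like 1 is not reported here because its identifier, as printed, lacks a digit.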

Functional studies of other *ALOG* genes in various species indicate that they generally share a role in developmental phase changes and organ identity, and their spatiotemporal expression patterns determine their specificity (Yoshida et al., 2009; Cho and Zambryski, 2011; Takeda et al., 2011). 

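The homolog of OsMADS47 (Sevir.9G518400) fell from 246 ± 29.6 CPM (SD, n = 4) at 10 DAS to 47.6 ± 8.04 CPM (SD, n = 4) at 14 DAS and 4.81 ± 2.47 CPM (SD, n = 4) at 18 DAS. Its replicate 3 at 10 DAS, at 289.7 CPM, lay above the other 3 libraries, at 227 to 236 CPM. The homolog of OsMADS22 (Sevir.1G335300) fell from 282 ± 20.9 CPM (SD, n = 4) to 136 ± 15.0 CPM (SD, n = 4) and 38.7 ± 4.45 CPM (SD, n = 4) at the same stages, and the homolog of OsMADS55 (Sevir.4G075400) from 123 ± 17.1 CPM (SD, n = 4) to 72.2 ± 7.82 CPM (SD, n = 4) and 29.7 ± 4.79 CPM (SD, n = 4). Within the paired-end run, the log2 fold changes of 10 against 14 DAS were 2.37, 1.05 and 0.77, in the same order, with adjusted p of 4.06e-08, 1.98e-08 and 9.87e-05 by edgeR.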

Notably, three genes belonging to a subfamily of MADS-box TFs called *SHORT VEGETATIVE PHASE* (*SVP*), were also co-expressed in Group 1 (**Figures 3B**, **4** and **Supplementary Table S3**). In rice, homologs of these *SVP* genes (*OsMADS47*, *OsMADS55*, and *OsMADS22*) suppress FM initiation and were positively regulated by *TAW1* to promote indeterminacy (Yoshida et al., 2013; Kyozuka et al., 2014).

**FIGURE 4:**
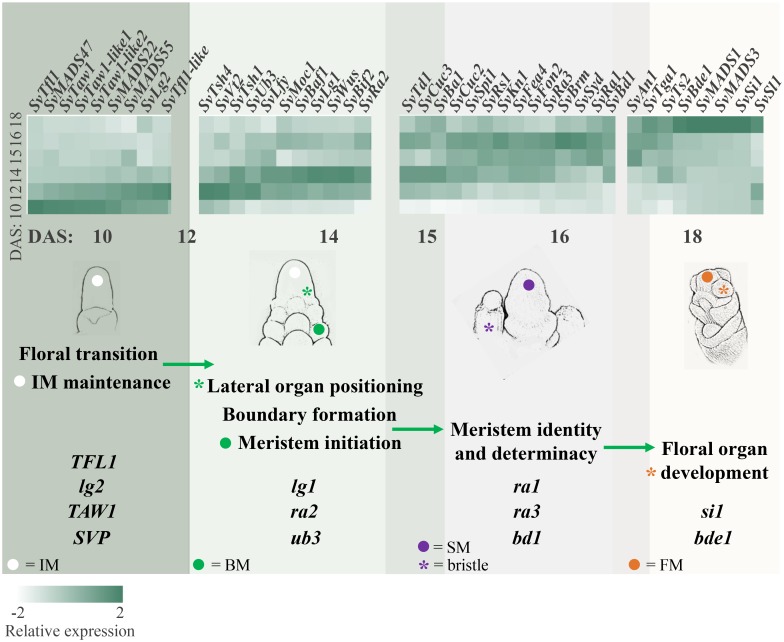
Orthologs of genes known to regulate inflorescence architecture in maize and rice showed expected expression patterns during *Setaria viridis* inflorescence development and transitions between meristem types. The schematic diagrams sequential developmental transitions captured by the RNA-seq data and shows relative expression of genes predicted to control these transitions. For example, consistent with the initiation of BMs from the IM between 10 and 14 DAS, positive regulators of lateral meristem formation (e.g., *SvBif2* and *SvUb3)* showed increased expression between 10 and 14 DAS, and negative regulators of axillary meristem formation (e.g., *SvTd1* and *SvFea4*) increased later at 14–16 DAS. Genes displayed in the heatmap are divided by group and developmental processes can transition across groups. *Light-to-dark* color indicates low-to-high relative expression.

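From 10 to 12 DAS SvUb3 rose from 53.3 ± 7.63 CPM (SD, n = 4) to 151 ± 25.5 CPM (SD, n = 3) (log2 fold change 1.5, standard error 0.16, adjusted p = 5.29e-07, edgeR), and the change to 113 ± 6.19 CPM (SD, n = 4) at 14 DAS was within the replicate error (adjusted p = 0.142, edgeR). SvBif2 rose between 10 and 12 DAS as well (log2 fold change 1.72, standard error 0.23, adjusted p = 2.16e-05, edgeR). Of the negative regulators, SvTd1 rose from 10 to 12 DAS (log2 fold change 1.53, standard error 0.18, adjusted p = 2.36e-06, edgeR), while its change from 12 to 14 DAS was within the replicate error (log2 fold change 0.37, adjusted p = 0.256, edgeR). SvFea4 rose at both steps, by 1.10 on the log2 scale from 10 to 12 DAS (standard error 0.25, adjusted p = 0.00393, edgeR) and by 0.97 from 12 to 14 DAS (standard error 0.24, adjusted p = 0.0176, edgeR). The latter was not past the threshold without replicate 2 of 12 DAS (0.88, adjusted p = 0.107), replicate 4 of 12 DAS (0.93, adjusted p = 0.0833) or replicate 2 of 14 DAS (0.88, adjusted p = 0.0611). From 14 to 16 DAS the mean of SvFea4 went from 29.3 ± 3.95 CPM to 28.9 ± 3.23 CPM and that of SvTd1 from 30.4 ± 3.4 CPM to 25.1 ± 2.93 CPM (SD, n = 4 at each). After removal of the shift between CPM and TPM that is common to all genes of a stage, SvFea4 was highest at 16 DAS. SvTd1 stayed highest at 14 DAS.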

### Group 2: BM Initiation and Determinacy

Genes in Group 2 (clusters 3, 5, 9, and 13) tended to show highest expression at 12 and 14 DAS, decreasing by 15 DAS and into later stages (**Figure 3A** and **Supplementary Figure S6**). This expression pattern coincides with the initiation, maintenance and patterning of BMs, which occurs mostly between 10 and 14 DAS, and is largely completed by 15 DAS. 

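Of the 11 genes that the paper names in Group 2, 4 (SvUb3, SvTsh4, SvTsh1 and SvVt2) had their highest mean at 12 DAS and 7 at 14 DAS. All 11 were higher over 12 and 14 DAS than over 15, 16 and 18 DAS (edgeR, adjusted p from 2.04e-13 to 0.000533), with log2 fold changes from 0.63 for SvRa2 to 2.00 for SvTsh4. Against 10 DAS, within the paired-end run, the same 11 were higher by 0.49 (SvTsh4) to 4.02 (SvLg1) on the log2 scale. From 12 to 14 DAS only SvTsh4, SvVt2 and SvLg1 changed past the threshold. In the fuzzy c-means clusters from CPM, 9 of the 11 fell in a cluster of 299 genes that was highest at 14 DAS, and SvTsh4 and SvVt2 in a cluster of 428 genes that was highest at 12 DAS.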

Among genes in this group were those with putative roles in axillary meristem initiation and maintenance. For example, *SvMoc1* (Sevir.4G229000), a GRAS family protein homologous to *MONOCULM 1* (*MOC1*) from rice, was found in cluster 3. This expression pattern is consistent with a possible role for *SvMoc1* in axillary meristem initiation, analogous to how it controls tiller outgrowth in rice (Li et al., 2003). 

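SvMoc1 had 4.86 ± 1.75 CPM (SD, n = 4) at 10 DAS, 8.93 ± 1.39 CPM (SD, n = 3) at 12 DAS, 9.31 ± 1.12 CPM (SD, n = 4) at 14 DAS, 3.86 ± 1.89 CPM (SD, n = 4) at 15 DAS, 6.71 ± 2.04 CPM (SD, n = 4) at 16 DAS and 6.00 ± 0.637 CPM (SD, n = 4) at 18 DAS. The contrast of 12 and 14 DAS with the late stages (log2 fold change 0.79, standard error 0.18, adjusted p = 0.000533, edgeR) and that with 10 DAS (log2 fold change 0.89, standard error 0.24, adjusted p = 0.00565, edgeR) were both larger than the replicate error. From 12 to 14 DAS the log2 fold change was 0.06 (standard error 0.28, adjusted p = 0.941, edgeR), and it was -0.05 without replicate 4 of 12 DAS.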

The rice *WUSCHEL* (*WUS*) ortholog, *TILLERS ABSENT 1* (*TAB1*/*OsWUS*), was also shown to play a role in initiating axillary meristems (Tanaka et al., 2015). Consistent with this, the *S. viridis* ortholog, *SvWus* (Sevir.3G028500), was co-expressed in cluster 3 (**Supplementary Table S3**). Also co-expressed with these developmental regulators was *SvLfy*, the *S. viridis* ortholog of *zea floricaula1/2/ABERRANT PANICLE ORGANIZATION 2 (APO2)/LEAFY* (*SvLfy*, Sevir.7G234000). These genes play universal roles in regulation of meristem determinacy, but with some species-specific differences; *LFY* and *zfl1/2* promote meristem determinacy and FM identity in Arabidopsis and maize, respectively (Schultz and Haughn, 1991; Bomblies et al., 2003), but *APO2* promotes meristem indeterminacy as well as BM initiation in rice (Kyozuka et al., 1998; Ikeda-Kawakatsu et al., 2012).

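SvWus was present at low levels, with 2 to 72 counts per library. It rose from 0.337 ± 0.177 CPM (SD, n = 4) at 10 DAS to 1.85 ± 0.776 CPM (SD, n = 3) at 12 DAS (log2 fold change 2.40, standard error 0.44, adjusted p = 0.000587, edgeR), was 2.60 ± 0.856 CPM (SD, n = 4) at 14 DAS, and was lower at 0.757 ± 0.444 CPM (SD, n = 4) at 15 DAS. The contrast of 12 and 14 DAS was 1.47 on the log2 scale against the late stages (standard error 0.25) and 2.65 against 10 DAS (standard error 0.38).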

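SvLfy had 53.4 ± 8.11 CPM (SD, n = 4) at 10 DAS, 112 ± 25.7 CPM (SD, n = 3) at 12 DAS, 123 ± 14.9 CPM (SD, n = 4) at 14 DAS, 86.0 ± 17.9 CPM (SD, n = 4) at 15 DAS and 43.2 ± 8.77 CPM (SD, n = 4) at 18 DAS. The mean of 12 and 14 DAS was higher than that of the late stages (log2 fold change 0.87, standard error 0.11, adjusted p = 2.22e-07, edgeR) and than that of 10 DAS (log2 fold change 1.13, standard error 0.15, adjusted p = 2.76e-06, edgeR). Within the single-end run it fell between 16 and 18 DAS (log2 fold change -0.73, adjusted p = 0.00128, edgeR).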

Among the SBP TFs annotated in developing *S. viridis* inflorescences (**Figure 2**), three were associated with Group 2. *SvUb3* (Sevir.6G212600), the ortholog of *unbranched 3 (ub3)* from maize and *WEALTHY FARMERS PANICLE (WFP)* from rice, was expressed in cluster 3. 

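At the later stages SvUb3 had 86.2 ± 20.4 CPM (SD, n = 4) at 15 DAS, 80.7 ± 7.21 CPM (SD, n = 4) at 16 DAS and 60.6 ± 10.1 CPM (SD, n = 4) at 18 DAS. Its contrast of 12 and 14 DAS with these stages was smaller (log2 fold change 0.80, standard error 0.10, adjusted p = 2.06e-07, edgeR) than that with 10 DAS (log2 fold change 1.29, standard error 0.14, adjusted p = 1.56e-07, edgeR). The difference between the contrasts was not tested.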

The function of this gene is generally conserved in both species in controlling partitioning of cells between lateral organ formation and meristem maintenance (Jiao et al., 2010; Miura et al., 2010; Chuck et al., 2014; Li et al., 2016). In maize, *ub3* shares redundant roles with *tassel sheath 4* (*tsh4*), another SPB TF that functions also to suppress formation of leaves in the inflorescence (Chuck et al., 2010, 2014). 

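Sevir.2G265300 had 70.9 ± 13.0 CPM (SD, n = 4) at 10 DAS, 152 ± 13.1 CPM (SD, n = 3) at 12 DAS, 65.8 ± 7.88 CPM (SD, n = 4) at 14 DAS and 27.7 ± 5.22 CPM (SD, n = 4) at 15 DAS. It rose and fell within the paired-end run, with log2 fold changes of 1.10 from 10 to 12 DAS (standard error 0.15, adjusted p = 2.3e-05, edgeR) and -1.21 from 12 to 14 DAS (standard error 0.15, adjusted p = 2.36e-05, edgeR). Sevir.3G136200 had 4.79 ± 1.00 CPM (SD, n = 4), 17.6 ± 4.22 CPM (SD, n = 3), 16.1 ± 1.43 CPM (SD, n = 4) and 5.72 ± 0.995 CPM (SD, n = 4) at the same stages. It rose from 10 to 12 DAS by 1.88 on the log2 scale (standard error 0.18, adjusted p = 1.14e-07, edgeR), and its values at 12 and 14 DAS were indistinguishable (log2 fold change -0.13, adjusted p = 0.763, and 0.08 without replicate 1 of 12 DAS).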

*SvTsh4* (Sevir.2G265300) was also found in Group 2, and was co-expressed in cluster 13 with *SvTsh1* (Sevir.3G136200), which encodes a GATA TF that functions in the same pathway (Wang et al., 2009; Whipple et al., 2010; **Figures 2**, **3A**).

Initiation of lateral organs involves the formation of boundaries, regions of decreased cell division that separate the growing organ primordia from meristematic signals to promote proper organ identity. Genes implicated in setting up lateral organ boundaries were identified in Group 2. *SvLg1* (Sevir.3G023500), the third SBP TF in this group and orthologous to *liguleless 1* (*lg1*) from maize (Moreno et al., 1997; Lewis et al., 2014) and *OsLG1* from rice (Lee et al., 2007), was found in cluster 3 (**Figures 2**, **3B**). 

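SvLg1 rose from 3.54 ± 1.44 CPM (SD, n = 4) at 10 DAS to 43.4 ± 1.55 CPM (SD, n = 3) at 12 DAS (log2 fold change 3.65, standard error 0.20, adjusted p = 1.39e-11, edgeR). The further rise to 14 DAS (log2 fold change 0.75, standard error 0.17, adjusted p = 0.0119, edgeR) was not past the threshold without replicate 1 of 12 DAS (adjusted p = 0.0506), replicate 4 of 12 DAS (adjusted p = 0.0562) or replicate 2 of 14 DAS (log2 fold change 0.58, adjusted p = 0.0611). At 15 DAS it was at 14.7 ± 2.40 CPM (SD, n = 4), and it rose again, within the single-end run, to 30.3 ± 2.38 CPM (SD, n = 4) at 16 DAS (log2 fold change 1.06, standard error 0.17, adjusted p = 0.000228, edgeR).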

In maize, *lg1* is classically known for its role in setting up the proximal-distal boundary that separates leaf blade from sheath and, along with *lg2*, is required for ligule and auricle development, thus controlling leaf angle. Recently, *lg1* was also shown to regulate inflorescence architecture by controlling tassel branch number in maize (Lewis et al., 2014) and branch angle in rice (Ishii et al., 2013; Zhu et al., 2013). 

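For pairs of genes whose order of expression the paper describes, the log2 ratio of their counts was taken within each library, with 0.5 added to each count. It was compared between stages with an exact two-sided permutation test. A change of the ratio shows that the genes changed by different amounts, and does not by itself show which was expressed first. The paper described the order from these same libraries, so these tests are not independent evidence. For SvLg2 over SvLg1 this ratio was 3.04 ± 0.77 (SD, n = 4) at 10 DAS and -1.84 ± 0.37 (SD, n = 4) at 14 DAS with no overlap between the libraries, a difference of 4.89. The exact p was 0.0286, the smallest that 4 libraries against 4 allow, and 0.0327 after Benjamini-Hochberg adjustment over the 8 comparisons of gene pairs. Both stages belong to the paired-end run. With each library of these stages left out in turn, the difference stayed between 4.69 and 5.23.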

Consistent with our data from *S. viridis*, *lg2* was proposed to act upstream of *lg1* in maize, with *lg2* expression initiated earlier in development to specify boundary position (Harper and Freeling, 1996; Lewis and Hake, 2016).

Also co-expressed with *lg1* in cluster 3 was *SvRa2* (Sevir.5G116100), ortholog of the maize *ramosa 2* (*ra2*) gene, which encodes a *LATERAL ORGAN BOUNDARY* (*LOB*) domain TF that is expressed transiently in positions where axillary meristems will form on the inflorescence (Moreno et al., 1997; Bortiri et al., 2006; **Figure 3B** and **Supplementary Figure S3**). 

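SvRa2 had 10.5 ± 4.11 CPM (SD, n = 4) at 10 DAS, 39.3 ± 6.06 CPM (SD, n = 3) at 12 DAS, 49.3 ± 7.21 CPM (SD, n = 4) at 14 DAS, 25.8 ± 2.83 CPM (SD, n = 4) at 15 DAS, 35 ± 1.65 CPM (SD, n = 4) at 16 DAS and 25.7 ± 2.85 CPM (SD, n = 4) at 18 DAS. Replicate 1 of 18 DAS, at 21.5 CPM, lay below the other 3 libraries, at 26.9 to 27.4 CPM. The rise from 10 to 12 DAS was larger than the replicate error (log2 fold change 1.90, standard error 0.19, adjusted p = 2.28e-07, edgeR), and the change from 12 to 14 DAS was not (adjusted p = 0.362, edgeR). For 12 and 14 DAS against 15, 16 and 18 DAS the log2 fold change of SvRa2 was 0.63 (standard error 0.11, adjusted p = 4.38e-05, edgeR). This was the smallest value among the named genes of this group, and its difference from the others was not tested.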

In maize, *ra2* and *lg1* were shown to act in parallel pathways to control branch number and angle during early inflorescence development (Bai et al., 2012). The *S. viridis* ortholog of maize *barren stalk fastigiate 1* (*baf1*), *SvBaf1* (Sevir.4G025200), was also co-expressed in cluster 3 (**Figure 4** and **Supplementary Table S3**). 

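SvBaf1 had 2.62 ± 1.15 CPM (SD, n = 4) at 10 DAS, 14.0 ± 3.73 CPM (SD, n = 3) at 12 DAS, 17.3 ± 4.38 CPM (SD, n = 4) at 14 DAS, 3.95 ± 1.51 CPM (SD, n = 4) at 15 DAS, 9.32 ± 1.15 CPM (SD, n = 4) at 16 DAS and 5.32 ± 1.84 CPM (SD, n = 4) at 18 DAS. It rose from 10 to 12 DAS (log2 fold change 2.39, standard error 0.31, adjusted p = 1.04e-05, edgeR). The mean at 15 DAS lay below those on either side, and the rise from 15 to 16 DAS, within the single-end run, was larger than the replicate error (log2 fold change 1.30, standard error 0.30, adjusted p = 0.00316, edgeR).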

In maize, *baf1* encodes an AT-hook protein that is involved in demarcating the boundary region of axillary meristems and plays a role in their initiation (Gallavotti et al., 2011).

The positioning of axillary meristems is strongly influenced by transport and function of the phytohormone auxin. As auxin flows in and out of emerging primordia, localized auxin response maxima arise at places of lateral meristem initiation, and this mechanism is generally conserved in maize inflorescence development (Barazesh and McSteen, 2008; Gallavotti, 2013; Eveland et al., 2014). Therefore, we would expect suites of auxin-related genes to be dynamically expressed between 12 and 15 DAS in *S. viridis* while branching occurs; i.e., in Groups 2 and 3. 

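Supplementary Table S5 lists 30 auxin-related genes, of which 29 had enough counts to be tested. Among 12, 14 and 15 DAS, 27 of them differed by edgeR's quasi-likelihood F-test at an adjusted p under 0.05, and 28 when adjusted over the list alone. The paper took these genes from Groups 2 and 3, which were defined by their change in these same libraries, so that is not independent evidence. The 15 DAS libraries came from the single-end run. Between 12 and 14 DAS, both in the paired-end run, 4 of the 29 genes changed, and 8 when adjusted over the list alone. The count over 3 stages ranged from 24, without replicate 2 of 14 DAS, to 28 over the fits that each left out 1 of the 23 libraries. All 29 differed among the 6 stages. Of the 30 genes, 3 had their highest mean at 12 DAS, 9 at 14 DAS, 7 at 15 DAS, 9 at 16 DAS and 2 at 18 DAS.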

We annotated genes in these groups based on homology to those implicated in synthesis, transport, signaling and/or response of auxin, and plotted their expression profiles (**Supplementary Figure S7** and **Supplementary Table S5**). 

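Sevir.5G116300 rose from 15.9 ± 1.46 CPM (SD, n = 4) at 10 DAS to 30.0 ± 5.55 CPM (SD, n = 3) at 12 DAS and was at 19.5 ± 2.20 CPM (SD, n = 4) at 14 DAS. The fall between 12 and 14 DAS (log2 fold change -0.62, standard error 0.17, adjusted p = 0.0269, edgeR) was not past the threshold without replicate 1 of 12 DAS (log2 fold change -0.47, adjusted p = 0.189), nor without replicate 1, 3 or 4 of 14 DAS, where the adjusted p was 0.0642, 0.0563 and 0.0822. Sevir.3G410700 had 4.80 ± 1.55 CPM (SD, n = 4) at 10 DAS, 16.1 ± 5.15 CPM (SD, n = 3) at 12 DAS and 22.8 ± 2.42 CPM (SD, n = 4) at 14 DAS, and its change from 12 to 14 DAS was within the replicate error (log2 fold change 0.50, adjusted p = 0.235, edgeR). The log2 ratio of the former gene to the latter within a library was 0.93 ± 0.18 (SD, n = 3) at 12 DAS and -0.23 ± 0.13 (SD, n = 4) at 14 DAS, a difference of 1.16 (exact two-sided permutation test, p = 0.0286, the smallest that 3 libraries against 4 allow, and 0.0327 adjusted over the 8 comparisons of gene pairs). With each library left out in turn this difference was 1.10 to 1.26.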

The expression of *SvVt2* (Sevir.5G116300), the ortholog of maize *vanishing tassel 2* (*vt2*), was initiated early in development and associated with cluster 13, while expression of *SvBif2* (Sevir.3G410700), the ortholog of *barren inflorescence 2* (*bif2*), peaked slightly later and was in cluster 3. *Vt2* encodes a tryptophan aminotransferase that regulates an early step of auxin biosynthesis (Phillips et al., 2011), and *bif2* encodes a PINOID serine/threonine kinase that regulates auxin transport (McSteen et al., 2007; **Supplementary Figure S7**).

Other key genes implicated in auxin-mediated lateral branching in maize and rice inflorescence development were expressed slightly later and in Group 3 (**Figure 3A** and **Supplementary Figure S7**). For example, genes in cluster 22 increased expression between 10 and 14 DAS, but expression was stable after 15 DAS unlike Group 2 clusters that decreased expression between 15 and 18 DAS (**Figure 3A** and **Supplementary Figure S6**). These included *S. viridis* orthologs of maize *sparse inflorescence 1* (*spi1*; *SvSpi1*; Sevir.5G251100), encoding a *YUCCA-like* gene involved in a late step of auxin biosynthesis (Gallavotti et al., 2008), and *barren stalk 1* (*ba1*)/*LAX PANICLE 1* (*LAX1*) (*SvBa1;* Sevir.5G374100), a bHLH protein involved in auxin signaling (Komatsu et al., 2003a; Gallavotti et al., 2004; **Supplementary Figure S7**). 

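Of the 16 genes that the paper names in Group 3, those it places in cluster 22 are SvSpi1, SvBa1, SvFea4, SvTd1, SvFon2, SvCuc2, SvCuc3, SvBad1 and SvTb1. All 9 were assigned to a single cluster of 348 genes by the fuzzy c-means clustering of CPM, and the centre of this cluster was highest at 14 DAS. From 16 to 18 DAS, within the single-end run, SvTd1, SvFea4 and SvCuc2 fell (edgeR, adjusted p = 0.0201, 0.0208 and 0.018), while the changes of the other 6 were not past the threshold.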

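SvSpi1 had 5.94 ± 0.507 CPM (SD, n = 4) at 10 DAS, 15.5 ± 1.94 CPM (SD, n = 3) at 12 DAS, 25.7 ± 4.10 CPM (SD, n = 4) at 14 DAS and 25.3 ± 5.57 CPM (SD, n = 4) at 16 DAS. SvBa1 had 0.937 ± 0.537 CPM (SD, n = 4), 11.7 ± 1.86 CPM (SD, n = 3), 19.7 ± 5.68 CPM (SD, n = 4) and 12.2 ± 1.35 CPM (SD, n = 4) at the same stages, and 14.8 ± 2.44 CPM (SD, n = 4) at 18 DAS. Within the paired-end run both were higher at 14 than at 10 DAS, SvSpi1 by 2.12 on the log2 scale (standard error 0.23, adjusted p = 1.49e-07, edgeR) and SvBa1 by 4.34 (standard error 0.28, adjusted p = 5.11e-11, edgeR). For the step from 12 to 14 DAS alone the adjusted p was 0.072 for SvSpi1 and 0.0743 for SvBa1 by edgeR. With DESeq2 these were 0.0388 and 0.0368, and without replicate 4 of 15 DAS, which enters only the estimate of the spread, 0.0312 and 0.0496.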

In maize, functional BA1 is required for creation of auxin maxima at the meristem anlagen to promote lateral meristem initiation. 

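The log2 ratio of SvBaf1 to SvBa1 within a library was 0.23 ± 0.27 (SD, n = 3) at 12 DAS, -1.43 ± 0.35 (SD, n = 4) at 15 DAS and -1.52 ± 0.30 (SD, n = 4) at 18 DAS. Between 12 and 18 DAS it differed by 1.75 (exact two-sided permutation test, p = 0.0286, the smallest that 3 libraries against 4 allow, and 0.0327 adjusted over the 8 comparisons), a comparison that spans the sequencing runs. Between 15 and 18 DAS, within the single-end run, the difference of 0.09 was within the replicate error (exact permutation test, p = 0.743), but the ratio was not flat between them. It was -0.39 ± 0.04 (SD, n = 4) at 16 DAS, higher than at 15 DAS by 1.04 and than at 18 DAS by 1.13 (exact two-sided permutation test, p = 0.0286 for each, the smallest that 4 libraries against 4 allow). The ratio was 1.5 ± 0.39 (SD, n = 4) at 10 DAS, where SvBa1 has few counts, and -0.18 ± 0.24 (SD, n = 4) at 14 DAS. Within the paired-end run it fell by 1.27 from 10 to 12 DAS and by 1.68 from 10 to 14 DAS (exact two-sided permutation test, p = 0.0286 for each, the smallest that these libraries allow), and the fall from 12 to 14 DAS, by 0.41, was within the replicate error (exact two-sided permutation test, p = 0.171). The comparisons with 16 DAS and those within the paired-end run were chosen after their values were seen, lie outside the 8 and are not adjusted.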

Our expression data from *S. viridis* are consistent with expression and genetics analyses in maize that show *ba1* acts downstream of *baf1* (Gallavotti et al., 2011).

### Group 3: SM Differentiation and FM Initiation

Clusters 10, 11, 18, and 22 in Group 3 have similar expression signatures that show a progressive increase during early stages of development, peaking around 16 DAS, and decreasing slightly by 18 DAS (**Figure 3A** and **Supplementary Figure S6**). Among these clusters were a number of genes related to axillary meristem identity and determinacy. For example, *SvBd1* (Sevir.2G437800), a marker of SM identity in *S. viridis* (Yang et al., 2017), was found in cluster 18 (**Figure 3B** and **Supplementary Table S3**). 

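Among the 16 genes that the paper names in Group 3, 8 had their highest mean by CPM at 14 DAS, 7 at 16 DAS and 1 (SvBd1) at 18 DAS. After removal of the shift between CPM and TPM common to all genes of a stage, 5 were highest at 14 DAS and 11 at 16 DAS. All 16 were higher at 16 than at 10 DAS (edgeR, adjusted p from 5.34e-14 to 0.00065) and, within the paired-end run, at 14 than at 10 DAS (adjusted p from 1.52e-13 to 0.00131). The genes with their highest mean by CPM at 16 DAS were SvRa1, SvRa3, SvFon2, SvKn1, SvRs1 and the homologs of BRM and SYD. For SvFea4, SvSpi1 and SvCuc2 the means at 14 and 16 DAS were nearly equal.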

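SvBd1 was at the floor of detection at 10 and 12 DAS, with at most 3 and 1 counts in a library. At 14 DAS it had 5.32 ± 1.42 CPM (SD, n = 4), at least 28.4-fold higher than at 12 DAS when the 12 DAS libraries are set to 3 counts (edgeR, adjusted p = 2.83e-07). It then stayed at 4.25 ± 1.39 CPM (SD, n = 4) at 15 DAS, 5.57 ± 2.06 CPM (SD, n = 4) at 16 DAS and 5.70 ± 1.48 CPM (SD, n = 4) at 18 DAS, with no change past the threshold between these stages (adjusted p = 0.332 and 0.948, edgeR).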

Orthologs of this AP2/ERF TF across grass species, e.g., *branched silkless 1 (bd1)* in maize, *FRIZZY PANICLE* (*FZP)* in rice, and *MORE SPIKELETS 1* (*MOS1*) in *Brachypodium distachyon*, share a conserved function in specifying SM identity (Chuck et al., 2002; Komatsu et al., 2003b; Derbyshire and Byrne, 2013).

Genes in the maize RAMOSA pathway regulate meristem determinacy prior to SM identity (Vollbrecht et al., 2005). Among these genes, *ra2* is widely conserved across grasses and its expression comes on early during axillary meristem initiation. Consistent with genetics and expression data from maize (Bortiri et al., 2006; Satoh-Nagasawa et al., 2006), the *S. viridis* orthologs of *ra1* (*SvRa1;* Sevir.2G209800) and *ramosa 3* (*ra3*) (*SvRa3*; Sevir.2G407500), which encodes a trehalose-phosphate phosphatase (Satoh-Nagasawa et al., 2006), were expressed after initiation of *SvRa2* and were found in clusters 10 and 11, respectively, their expression peaking at 15–16 DAS (**Figures 3A,B**).

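SvRa1 had at most 1 count in a library at 10 DAS and none in the 3 libraries of 12 DAS, which allows up to 0.187 CPM there at 3 counts per library. It had 1.04 ± 0.159 CPM (SD, n = 4) at 14 DAS, where replicate 3, at 0.81 CPM, lay below the other 3 libraries at 1.11 to 1.13 CPM. It had 5.11 ± 1.12 CPM (SD, n = 4) at 15 DAS, 5.39 ± 2.00 CPM (SD, n = 4) at 16 DAS and 3.66 ± 0.941 CPM (SD, n = 4) at 18 DAS. SvRa1 was at least 5.6-fold higher at 14 than at 12 DAS (edgeR, adjusted p = 4.54e-05) and at least 32.4-fold higher at 16 than at 10 DAS. SvRa3 had 1.96 ± 0.396 CPM (SD, n = 4) at 10 DAS, 18.7 ± 5.18 CPM (SD, n = 3) at 12 DAS, 142 ± 29.9 CPM (SD, n = 4) at 14 DAS, 186 ± 27.4 CPM (SD, n = 4) at 16 DAS and 30.7 ± 12.2 CPM (SD, n = 4) at 18 DAS. It rose by 3.23 on the log2 scale from 10 to 12 DAS (standard error 0.29, adjusted p = 4.76e-08, edgeR) and by 2.92 from 12 to 14 DAS (standard error 0.26, adjusted p = 2.83e-07, edgeR). SvRa2 rose from 10 to 12 DAS as well, so its ratio to SvRa3 does not show that SvRa2 began first. The log2 ratio of SvRa2 to SvRa3 within a library was 1.10 ± 0.30 (SD, n = 3) at 12 DAS, -1.51 ± 0.29 (SD, n = 4) at 14 DAS and -2.40 ± 0.24 (SD, n = 4) at 16 DAS. It was lower at 14 than at 12 DAS by 2.61 and at 16 than at 12 DAS by 3.5 (exact two-sided permutation test, p = 0.0286 for each, the smallest that 3 libraries against 4 allow, and 0.0327 adjusted over the 8 comparisons). For SvRa2 over SvRa1 the difference between 12 and 14 DAS was 4.79 with 0.5 added to each count and 2.90 with 2 added, since SvRa1 has no counts at 12 DAS, and the exact p was 0.0286 with either. The change from 16 to 18 DAS was -2.61 for SvRa3 (adjusted p = 3.16e-08, edgeR) and -0.56 for SvRa1, which was within the replicate error (adjusted p = 0.0873, edgeR).

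**Figure D4:**
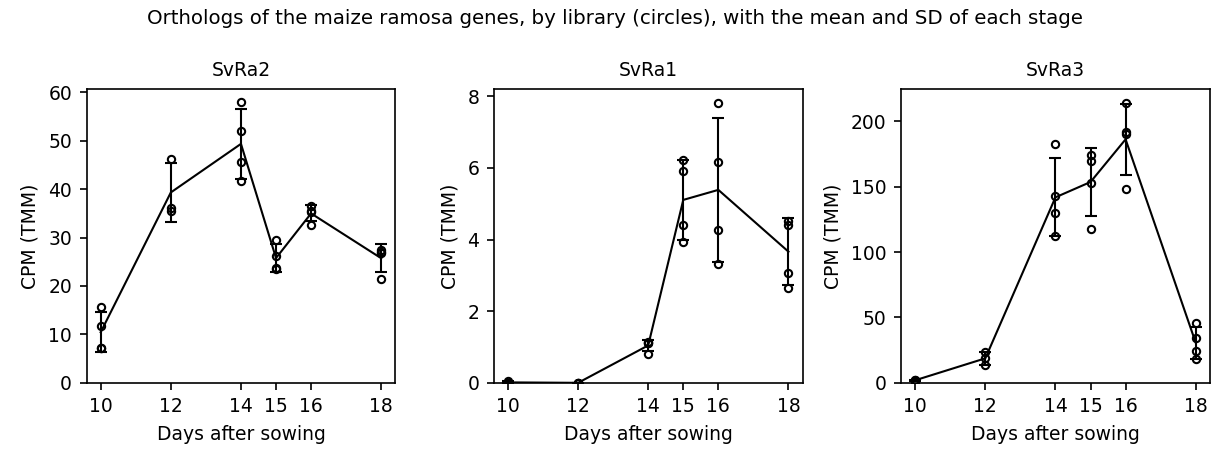
TMM-normalized CPM of SvRa2, SvRa1 and SvRa3 by stage, in days after sowing, on axes that differ between panels. Circles are libraries, the line joins the stage means and the bars are SD. SvRa2 has its highest mean at 14 DAS, and SvRa1 and SvRa3 have theirs at 16 DAS.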

Genetic interactions among genes controlling meristem determinacy and meristem size pathways in maize indicated these processes interface generally (Bommert and Whipple, 2017). Interestingly, many genes orthologous to known players in meristem size pathways were also co-expressed in Group 3. For example, *SvFea4* (Sevir.4G119100), the ortholog of *fasciated ear 4* (*fea4*) from maize and *PERIANTHIA (PAN)* from Arabidopsis encoding a bZIP TF that negatively regulates meristem size (Maier et al., 2009; Pautler et al., 2015), was found in cluster 22 (**Figure 3A** and **Supplementary Figure S3**). 

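SvFea4 had 6.93 ± 1.68 CPM (SD, n = 4) at 10 DAS, 14.9 ± 2.72 CPM (SD, n = 3) at 12 DAS, 27.7 ± 9.92 CPM (SD, n = 4) at 15 DAS and 18.2 ± 5.00 CPM (SD, n = 4) at 18 DAS, next to about equal means at 14 and 16 DAS. It was higher at 16 than at 10 DAS (log2 fold change 2.05, standard error 0.23, adjusted p = 1.07e-07, edgeR) and at 14 than at 10 DAS (log2 fold change 2.08, standard error 0.23, adjusted p = 2.53e-07, edgeR).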

Regulatory components of the CLAVATA-WUSCHEL negative feedback signaling pathway central to meristem maintenance (Somssich et al., 2016) were also co-expressed in cluster 22. Among these were *SvTd1* (Sevir.4G294000) and *SvFon2* (Sevir.8G183800), orthologs of maize *thick tassel dwarf 1 (td1)/CLAVATA1*, encoding a leucine-rich repeat receptor-like kinase (Bommert et al., 2005), and rice *FLORAL ORGAN NUMBER 2/CLV3*, encoding a CLV3/ESR related peptide (Chu et al., 2006; Goad et al., 2017), respectively (**Supplementary Figure S2** and **Supplementary Table S3**). Both *td1/CLV1* and *FON2/CLV3* negatively control meristem size.

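SvTd1 had 8.11 ± 1.74 CPM (SD, n = 4) at 10 DAS, 23.6 ± 2.93 CPM (SD, n = 3) at 12 DAS, 17.2 ± 3.2 CPM (SD, n = 4) at 15 DAS and 17.8 ± 3.93 CPM (SD, n = 4) at 18 DAS, and it was higher at 16 than at 10 DAS (log2 fold change 1.61, standard error 0.17, adjusted p = 3.14e-08, edgeR). SvFon2 had 0 to 13 counts in a library. Its means were 0.091 ± 0.085 CPM (SD, n = 4) at 10 DAS, 0.562 ± 0.154 CPM (SD, n = 4) at 14 DAS, 0.59 ± 0.185 CPM (SD, n = 4) at 16 DAS and 0.275 ± 0.173 CPM (SD, n = 4) at 18 DAS. The 10 DAS libraries had at most 3 counts each, so SvFon2 was at least 3.5-fold higher at 16 than at 10 DAS (edgeR, adjusted p = 0.00065). At this depth no change between adjacent stages was detectable for it (adjusted p from 0.113 to 0.843, edgeR).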

Certain Class I KNOX homeodomain TFs also function in pathways to maintain meristem cell identity and size. Orthologs of the maize *knotted 1 (kn1)* and *rough sheath 1* (*rs1*) genes, *SvKn1* (Sevir.9G107600) and *SvRs1* (Sevir.2G029800), respectively, both homologs of the Arabidopsis *BREVIPEDICELLUS* (*BP*) gene, were co-expressed in cluster 11 (**Figure 3A** and **Supplementary Figure S6**). 

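SvKn1 had 146 ± 42.6 CPM (SD, n = 4) at 10 DAS, 241 ± 36.8 CPM (SD, n = 3) at 12 DAS, 344 ± 46.0 CPM (SD, n = 4) at 14 DAS, 418 ± 54.3 CPM (SD, n = 4) at 16 DAS and 281 ± 27.2 CPM (SD, n = 4) at 18 DAS. SvRs1 had 113 ± 21.9 CPM (SD, n = 4), 196 ± 33.2 CPM (SD, n = 3), 337 ± 40.2 CPM (SD, n = 4), 369 ± 54.2 CPM (SD, n = 4) and 315 ± 36.4 CPM (SD, n = 4) at the same stages. At 14 against 10 DAS, within the paired-end run, the log2 fold change was 1.23 for SvKn1 (standard error 0.16, adjusted p = 1.54e-06, edgeR) and 1.57 for SvRs1 (standard error 0.15, adjusted p = 2.28e-08, edgeR). From 16 to 18 DAS SvKn1 fell past the threshold (adjusted p = 0.00568, edgeR) and SvRs1 did not (adjusted p = 0.228). The difference between the genes was not tested.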

In maize, *kn1* is a key marker of meristem maintenance (Kerstetter et al., 1997; Bolduc et al., 2012), and the localized expression of *rs1* predicted and subtended the initiation of axillary meristems on the flanks of the IM (Schneeberger et al., 1995). Interestingly, the *S. viridis* homologs of the BP interaction partner, *BRAHMA* (*BRM*), and a closely related gene, *SPLAYED* (*SYD*), both encoding SWI/SNF chromatin remodeling ATPases in Arabidopsis (Wagner and Meyerowitz, 2002; Zhao et al., 2015), Sevir.2G237500 and Sevir.4G112300, respectively, were also found cluster 11 (**Supplementary Table S3**). 

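The BRM homolog (Sevir.2G237500) had 138 ± 29.4 CPM (SD, n = 4) at 10 DAS, 219 ± 36.8 CPM (SD, n = 4) at 14 DAS, 349.6 ± 21.9 CPM (SD, n = 4) at 16 DAS and 229 ± 20.8 CPM (SD, n = 4) at 18 DAS. The SYD homolog (Sevir.4G112300) had 317 ± 42.4 CPM (SD, n = 4), 512 ± 68.3 CPM (SD, n = 4), 958 ± 107 CPM (SD, n = 4) and 550.5 ± 37.5 CPM (SD, n = 4) at the same stages. Both rose from 15 to 16 DAS, the former by 0.54 and the latter by 0.35 on the log2 scale (adjusted p = 0.00531 and 0.0471, edgeR), and from 16 to 18 DAS they fell by 0.61 and 0.80 (adjusted p = 0.00126 and 6.35e-05).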

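Sevir.4G124400 rose from 30.4 ± 6.93 CPM (SD, n = 4) at 10 DAS to 125 ± 13.0 CPM (SD, n = 4) at 14 DAS (log2 fold change 2.04, standard error 0.22, adjusted p = 1.71e-07, edgeR) and was at 121 ± 17.5 CPM (SD, n = 4) at 16 DAS. Sevir.6G213600 rose from 16.4 ± 3.95 CPM (SD, n = 4) to 79.7 ± 12.8 CPM (SD, n = 4) between the same stages (log2 fold change 2.27, standard error 0.23, adjusted p = 6.38e-08, edgeR) and was at 62.4 ± 11.9 CPM (SD, n = 4) at 16 DAS. At 15 DAS the replicates of the former spread widely, at 105 ± 43.3 CPM (SD, n = 4), and the latter was lower, at 32.6 ± 12.8 CPM (SD, n = 4), than at 16 DAS (edgeR, adjusted p = 0.00337).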

In Arabidopsis, *BRM* upregulates *CUC* genes (Kwon et al., 2006), which are essential players in lateral meristem establishment and proper boundary formation; *SvCuc2* (Sevir.4G124400) and *SvCuc3* (Sevir.6G213600) were co-expressed in cluster 22. In addition, two class II TCP TFs orthologous to *branch angle defective 1* (*bad1*)/*wavy auricle blade 1* (*wab1*) (Bai et al., 2012; Lewis et al., 2014) and *teosinte branched 1* (*tb1*) (Doebley et al., 1997) were co-expressed in cluster 22 [*SvBad1* (Sevir.2G210100) and *SvTb1* (Sevir.9G122200), respectively]. 

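SvBad1 rose from 0.772 ± 0.465 CPM (SD, n = 4) at 10 DAS to 10.5 ± 1.13 CPM (SD, n = 4) at 14 DAS (log2 fold change 3.72, standard error 0.24, adjusted p = 4.81e-11, edgeR), with 7.53 ± 1.18 CPM (SD, n = 4) at 16 DAS and 7.96 ± 0.549 CPM (SD, n = 4) at 18 DAS. SvTb1 was higher at 14 than at 10 DAS (log2 fold change 3.37, standard error 0.21, adjusted p = 3.64e-11, edgeR), with 56.2 ± 8.03 CPM (SD, n = 4) at 14 DAS. From 12 to 14 DAS SvTb1 rose by 0.93 on the log2 scale (adjusted p = 0.00879, edgeR), which was not past the threshold without replicate 2 of 12 DAS (0.85, adjusted p = 0.0622).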

Consistent with their expression profiles during *S. viridis* inflorescence development (**Figure 2**), their localized expression overlaps in axillary meristems of young maize tassels and both genes contribute to the regulation of branch outgrowth (Bai et al., 2012).

### Group 4: Floral Organ Development

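Of the 14 genes named in Group 4, 13 had their highest mean at 18 DAS and SvAn1 had its highest at 15 DAS. All 14 were higher at 18 DAS than over 10, 12 and 14 DAS (edgeR, adjusted p from 5.06e-21 to 0.00115), with log2 fold changes from 0.73 (SvSl1) to 9.64 (the LHS1 homolog Sevir.9G494300). Between 15 and 18 DAS, within the single-end run, 13 of them rose, with log2 fold changes from 0.60 (SvTs2) to 5.37 (SvSi1).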

Genes in Group 4 (clusters 1, 6, 14, 16, 17, and 23) progressively increased in expression after 14 DAS and peaked largely at 18 DAS, coinciding with floral organ formation and differentiation (**Figure 3A** and **Supplementary Figure S6**). A number of genes encoding MIKC-type MADS-box TFs were found in this group, which was expected given their conserved roles as master regulators of floral organ identity across species (Theißen et al., 2016; **Figures 2** and **Supplementary Figure S5**). Among them were two B-class function TFs known to regulate lodicule identity and stamen development and co-expressed in cluster 6; an ortholog of the maize *silky1 (si1)* gene (*SvSi1*; Sevir.4G289400) and homolog of *OsMADS4* from rice (*SvMADS4*; Sevir.3G242100) (Ambrose et al., 2000; Nagasawa et al., 2003; Yao et al., 2008). 

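SvSi1 had 0.203 ± 0.098 CPM (SD, n = 4) at 16 DAS and 22.5 ± 7.27 CPM (SD, n = 4) at 18 DAS (log2 fold change 6.77, standard error 0.50, adjusted p = 4.15e-09, edgeR). At the earlier stages it stayed near the floor, with replicate 3 of 10 DAS at 0.24 CPM against 0.04 to 0.07 CPM in the other 3 libraries and replicate 4 of 15 DAS at 1.37 CPM against 0.11 to 0.30 CPM. SvMADS4 had 3.55 ± 0.638 CPM (SD, n = 4) at 10 DAS, 2.09 ± 0.209 CPM (SD, n = 4) at 16 DAS and 15.3 ± 3.94 CPM (SD, n = 4) at 18 DAS (log2 fold change 2.86, standard error 0.19, adjusted p = 4.03e-10, edgeR).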

A number of C-class, *AGAMOUS*-like genes were also co-expressed in cluster 6, including *SvBde1* (Sevir.1G278500), orthologous to the maize *bearded ear 1* (*bde1*) gene (Thompson et al., 2009), and homologs of rice *OsMADS17*, *OsMADS3*, and *OsMADS58*, Sevir.7G221900, Sevir.5G141300, and Sevir.3G074600, respectively (Yamaguchi et al., 2006). Also, three *SEPALLATA*-like E-class genes were expressed in cluster 6 including homologs of rice *OsMADS1*/*LEAFY HULL STERILE 1* (*LHS1*), *OsMADS7*, and *OsMADS8*, Sevir.9G494300, Sevir.6G230500, and Sevir.2G277000, respectively, which all presumably function in specifying floral organ identity (Jeon, 2000; Zahn et al., 2005; Cui et al., 2010).

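SvBde1 rose over several steps, from 0.452 ± 0.407 CPM (SD, n = 4) at 10 DAS to 2.01 ± 0.847 CPM (SD, n = 4) at 14 DAS, 8.36 ± 1.01 CPM (SD, n = 4) at 16 DAS and 40.4 ± 5.41 CPM (SD, n = 4) at 18 DAS (log2 fold change 2.27, standard error 0.24, adjusted p = 3.53e-07, edgeR). Sevir.7G221900 went from 1.04 ± 0.337 CPM (SD, n = 4) to 20.7 ± 4.29 CPM (SD, n = 4) between 16 and 18 DAS, Sevir.5G141300 from 0.563 ± 0.185 CPM (SD, n = 4) to 6.09 ± 2.07 CPM (SD, n = 4) and Sevir.3G074600 from 0.65 ± 0.213 CPM (SD, n = 4) to 6.43 ± 2.01 CPM (SD, n = 4). These 3 rises were 4.30, 3.4 and 3.30 on the log2 scale, with adjusted p of 2.2e-11, 6.41e-06 and 2.36e-07 by edgeR.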

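The LHS1 homolog had 0.309 ± 0.14 CPM (SD, n = 4) at 14 DAS, 14.6 ± 2.97 CPM (SD, n = 4) at 15 DAS, 13.8 ± 2.42 CPM (SD, n = 4) at 16 DAS and 121 ± 22.2 CPM (SD, n = 4) at 18 DAS. Its rise from 14 to 15 DAS (log2 fold change 5.53, standard error 0.27, adjusted p = 5.84e-12, edgeR) also compares the sequencing runs. Between 16 and 18 DAS it rose by 3.13 on the log2 scale (standard error 0.17, adjusted p = 1.84e-11, edgeR). Sevir.6G230500 rose from 0.841 ± 0.159 CPM (SD, n = 4) to 20.2 ± 6.56 CPM (SD, n = 4) and Sevir.2G277000 from 2.08 ± 0.286 CPM (SD, n = 4) to 35.1 ± 8.11 CPM (SD, n = 4) over the same interval (adjusted p = 1.88e-09 and 5.86e-12, edgeR). At 14 DAS replicate 1 of Sevir.6G230500, at 0.84 CPM, lay above the other 3 libraries, at 0.17 to 0.21 CPM.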

Additional genes that function in floral organ specification were also found in Group 4. Among these, *SvTga1* (Sevir.6G230400), the ortholog of *teosinte glume architecture 1* (*tga1)* encoding an SBP TF that regulates glume development and was a key domestication locus in maize (Dorweiler and Doebley, 1997; Preston et al., 2012), was found in cluster 16 (**Figure 3B** and **Supplementary Figure S3**). In addition, orthologs of the C2H2 TF *STAMENLESS 1* from rice (Sevir.5G086100; *SvSl1*) (Xiao et al., 2009) and maize *yabby 15*/rice *TONGARI-BOUSHI 1* (*TOB1*) (Sevir.1G255900; *SvTob1*) (Tanaka et al., 2012), were expressed in clusters 6 and 14, respectively (Tanaka et al., 2012). 

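SvTga1 rose from 11.5 ± 0.641 CPM (SD, n = 4) at 10 DAS to 16.9 ± 2.82 CPM (SD, n = 3) at 12 DAS, 22.6 ± 5.29 CPM (SD, n = 4) at 14 DAS, 39.9 ± 1.95 CPM (SD, n = 4) at 16 DAS and 49.4 ± 6.62 CPM (SD, n = 4) at 18 DAS. Replicate 2 of 14 DAS, at 30.4 CPM, lay above the other 3 libraries, at 19.2 to 20.9 CPM. The contrast of 18 DAS with 10, 12 and 14 DAS (log2 fold change 1.59, standard error 0.10, adjusted p = 5.87e-12, edgeR) and that with 15 DAS, within the single-end run (log2 fold change 0.83, standard error 0.13, adjusted p = 2.21e-05, edgeR), were both larger than the replicate error.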

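SvSl1 had 6.10 ± 2.78 CPM (SD, n = 3) at 12 DAS, 1.92 ± 0.252 CPM (SD, n = 4) at 16 DAS and 7.62 ± 1.31 CPM (SD, n = 4) at 18 DAS, so that its rise from 16 to 18 DAS (log2 fold change 1.98, standard error 0.25, adjusted p = 3.65e-06, edgeR) followed a decrease. SvTob1, at 3 to 51 counts per library, had 0.554 ± 0.199 CPM (SD, n = 4) at 10 DAS, 1.08 ± 0.417 CPM (SD, n = 4) at 16 DAS and 2.57 ± 0.737 CPM (SD, n = 4) at 18 DAS. It was higher at 18 than at 15 DAS, within the single-end run (log2 fold change 1.38, standard error 0.33, adjusted p = 0.00182, edgeR).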

*TOB1* and close homologs regulate maintenance and fate of reproductive meristems whereas *OsSL1* regulates floral organ identity. Sex determination genes from maize were also associated with Group 4, including orthologs of maize *anther ear 1* (*an1*), a terpenoid synthase involved in the gibberellic acid biosynthesis (Sevir.9G265300*; SvAn1*) (Bensen et al., 1995) and *tassel seed 2* (*ts2*) (Sevir.9G439800; *SvTs2*) (DeLong et al., 1993) in cluster 17 and 16, respectively (**Figure 3A** and **Supplementary Table S3**).

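SvAn1 had 3.79 ± 0.593 CPM (SD, n = 4) at 10 DAS, 7.95 ± 0.925 CPM (SD, n = 4) at 14 DAS, 32.2 ± 7.33 CPM (SD, n = 4) at 15 DAS, 28.2 ± 5.34 CPM (SD, n = 4) at 16 DAS and 26.1 ± 3.88 CPM (SD, n = 4) at 18 DAS. It rose from 12 to 14 DAS, within the paired-end run (log2 fold change 1.31, standard error 0.21, adjusted p = 0.000416, edgeR). Between 15 and 18 DAS it did not rise, with a log2 fold change of -0.31 (standard error 0.16, adjusted p = 0.12, edgeR) that was -0.41 (adjusted p = 0.035) without replicate 2 of 15 DAS. SvTs2 had 1.21 ± 0.261 CPM (SD, n = 4) at 10 DAS, 7.06 ± 0.917 CPM (SD, n = 4) at 14 DAS, 5.61 ± 1.31 CPM (SD, n = 4) at 15 DAS and 8.39 ± 1.94 CPM (SD, n = 4) at 18 DAS. Its rise from 15 to 18 DAS (log2 fold change 0.60, standard error 0.20, adjusted p = 0.0177, edgeR) was not past the threshold without replicate 3 of 15 DAS (0.50, adjusted p = 0.0719), replicate 4 of 15 DAS (0.53, adjusted p = 0.0606) or replicate 1 of 18 DAS (0.51, adjusted p = 0.0629).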

## Co-expression Network Analysis Using WGCNA

To extend our co-expression analyses, we also performed a WGCNA (Langfelder and Horvath, 2008). We used WGCNA to independently define modules of co-expressed genes and to construct a co-expression network for early *S. viridis* inflorescence development (**Supplementary Table S6**). WGCNA produced 14 co-expression modules based on parameters detailed in the Section “Materials and Methods,” which were highly consistent with our FCM results; i.e., each WGCNA module largely corresponded to the sum of several FCM clusters (**Supplementary Figure S8**). In addition to grouping genes into co-expression modules, WGCNA was used to determine the interconnectedness of genes within and between modules. A strength value (i.e., weight) was assigned to the connection (edge) between each gene (node) and every other gene in the network. An integrated co-expression network was generated after filtering gene-to-gene connections with very low connectivity (weight >0.02; available in NCBI GEO).

To define sub-networks related to specific developmental processes and potentially identify new regulatory factors, we filtered the co-expression network for genes with strong connections to known genes of interest within a module. For example, we explored a co-expression module that included *SvLg1*, *SvBaf1*, and *SvBif2*, which are known players in boundary formation and axillary meristem initiation (“Plum” module; **Supplementary Figure S8** and **Supplementary Table S6**). 

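Supplementary Table S7 lists 127 edges of these sub-networks with their weights, whose median is 0.213. The network was rebuilt from CPM over the 23 libraries with the soft power of 18 that the paper gives, as an unsigned network, and topological overlap was computed over the 10413 dynamically expressed genes. In 126 of the 127 edges both genes were in this set. The median weight of these edges was 0.119, and 1 of them was above 0.2. With the weights of a signed network, the alternative that moved it most, 124 were above 0.2 and the median was 0.26, but the regulators then had 2396 partners above 0.2 among all these genes, against 106 in the unsigned network. The paper's text does not name the type of network. The partners stood high among all genes with both types of network, with a median rank of 16 out of 10413 genes (0.15%) in the unsigned network and of 14 in the signed network, where rank 1 is the gene with the strongest edge to the same regulator. In the unsigned network the median rank was 34 with log2(CPM+1) and 513 (4.93%) with only the 11 libraries of 10, 12 and 14 DAS. Weights depend on the set of genes and the scale of the values, and Table S7 lists only edges that had passed the paper's limit, so ranks near the top are not independent evidence.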

To reduce complexity in visualization and interpretation of this module, we included only genes with strong interactions (edges between genes having a weight >0.2) to a set of ten predicted developmental genes (**Figure 5** and **Supplementary Table S7**). 

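In Table S7 Sevir.2G302300 has 15 edges, Sevir.5G116300 has 21 and Sevir.9G364900 has 32. Recomputed from CPM, the weights of these edges had medians of 0.084, 0.108 and 0.106, with Pearson correlations across the 23 libraries of 0.757 to 0.906, 0.75 to 0.886 and 0.682 to 0.881. All 3 genes were highest over 10 to 14 DAS. Sevir.2G302300 had 120.0 ± 23.2 CPM (SD, n = 3) at 12 DAS and 16.5 ± 4.92 CPM (SD, n = 4) at 18 DAS, and its replicate 2 at 15 DAS, at 38.6 CPM, lay below the other 3 libraries, at 61.8 to 64.8 CPM. Sevir.9G364900 had 94.1 ± 26.9 CPM (SD, n = 4) at 14 DAS and 33.1 ± 14.0 CPM (SD, n = 4) at 15 DAS, and no change between adjacent stages within a run was past the threshold (edgeR, adjusted p from 0.0703 to 0.843).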

One sub-network was defined that included strong co-expression “interactions” among *SvDfl1* (Sevir.2G302300), a homolog of maize *delayed flower 1* (Muszynski et al., 2006), *SvVt2* and a GH3 IAA-amido synthase (Sevir.9G364900) (**Supplementary Figure S7**), homologous to Arabidopsis *YADOKARI 1* (*YDK1*) and predicted to regulate auxin levels (Staswick et al., 2005), via a common set of genes. 

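Sevir.9G259300 had 135 ± 42.9 CPM (SD, n = 4) at 10 DAS, 394 ± 61.7 CPM (SD, n = 3) at 12 DAS, 456 ± 81.2 CPM (SD, n = 4) at 14 DAS, 153 ± 43.1 CPM (SD, n = 4) at 15 DAS and 245 ± 41.8 CPM (SD, n = 4) at 16 DAS. It rose from 10 to 12 DAS (log2 fold change 1.54, standard error 0.24, adjusted p = 0.000105, edgeR). Its 20 edges in Table S7 had weights of 0.096 to 0.177 in the CPM network, against 0.203 to 0.226 in the paper, and Pearson correlations of 0.887 to 0.967 across the 23 libraries. The partners had a median rank of 11.5 among the 10413 genes, and SvBaf1, with the highest weight of them, had rank 1.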

In another sub-network, *SvPla1* (Sevir.9G259300), a cytochrome P450 homologous to Arabidopsis *PLASTOCHRON1* (Miyoshi et al., 2004; Sun et al., 2017), was identified as a hub gene directly or indirectly connected to *SvBaf1*, *SvLg1*, and *SvBif2*, consistent with its conserved role in lateral organ initiation (**Figure 5** and **Supplementary Table S7**). Within these subnetworks, some developmental regulators showed high connectivity to many other genes, while others showed relatively low connectivity (**Figure 5**).

**FIGURE 5:**
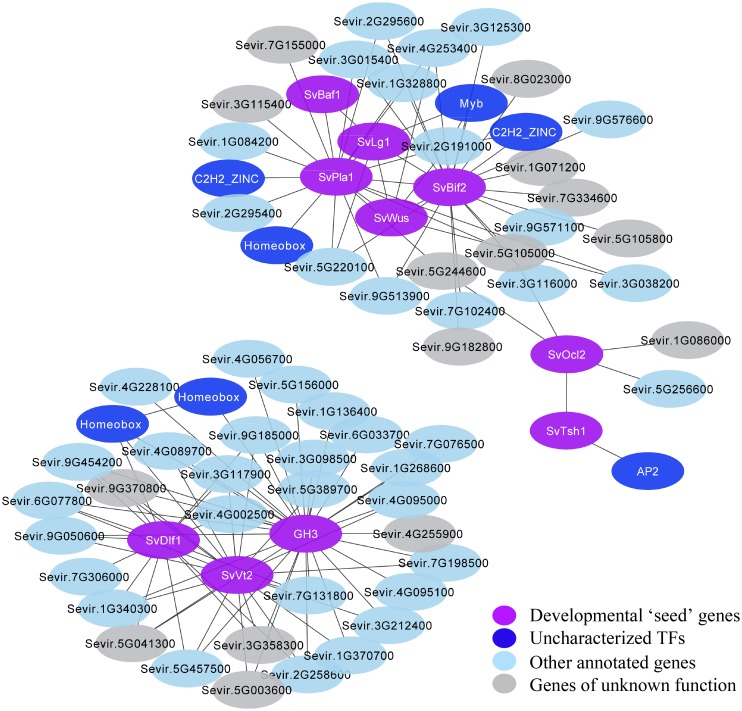
Two sub-networks extracted from the WGCNA were defined based on gene connectivity to a set of co-expressed regulators of inflorescence development (shown in *purple*). Genes (or nodes) were included if they were connected to these developmental genes by edges with a weight >0.2. Developmental regulators within these sub-networks either show high connectivity (e.g., *SvVt2*, *SvBif2*) or low connectivity (e.g., *SvTsh1*, *SvBaf1*). Uncharacterized TFs are indicated in *dark blue*, other genes with assigned functional annotations in *light blue*, and genes of unknown function in gray.

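Counted at either end, Table S7 holds 23 edges of SvBif2, 21 of SvVt2, 7 of SvLg1, 6 of SvWus, 5 of SvOcl2 and 2 each of SvTsh1 and SvBaf1, the latter only as a partner of SvPla1 and SvLg1. In the unsigned network from CPM the partners above 0.2 were counted for the genes listed as regulators, which leaves out SvBaf1. Only a homeobox gene (Sevir.1G295100, with 106 partners) had any, so the number of partners above that limit does not rank the others there. There the edges had weights of 0.111 to 0.178 for SvBif2, 0.082 to 0.140 for SvVt2, 0.119 to 0.144 for SvLg1, 0.111 to 0.166 for SvWus, 0.121 to 0.160 for SvOcl2, 0.153 and 0.159 for SvTsh1 and 0.131 and 0.177 for SvBaf1.

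**Figure D5:**
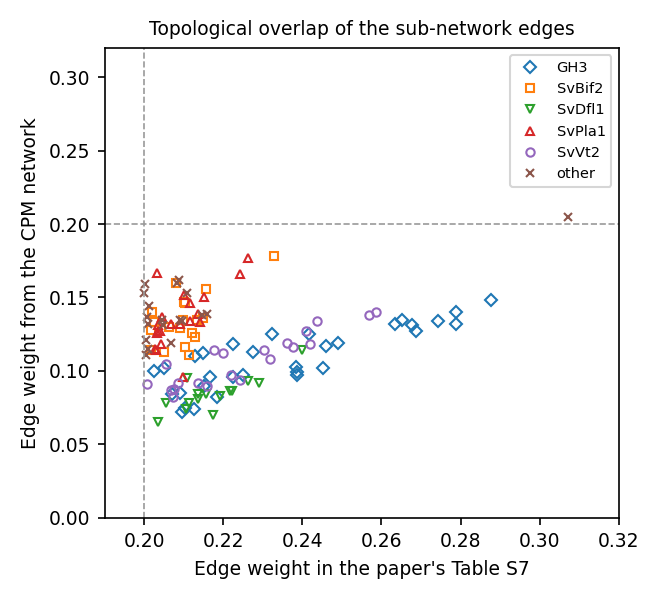
Weight of the edges of Table S7, as topological overlap, in the paper (horizontal axis) and in the unsigned network from CPM (vertical axis). Each symbol is an edge, marked by the regulator it belongs to, and dashed lines mark 0.2. A single edge, at 0.205, lies above 0.2 on the vertical axis.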

## *Setaria viridis* as a Comparative Model for Panicoid Grass Inflorescence Development

Our transcriptomics analysis in *S. viridis* identified homologs of known developmental regulators as well as uncharacterized genes with putative roles in panicoid grass inflorescence development. Based on spatiotemporal expression profiles, we showed that genes controlling transitions in meristem types during inflorescence development are largely conserved between *S. viridis* and maize (**Figure 4**). Since the diversity of inflorescence architectures found across grasses are largely determined by subtle regulatory variation on common developmental processes, it is not surprising that suites of genes have conserved functions across grasses, and often analogous functions in more distantly related species. For example, *tsh1/NL1* genes share conserved functions in boundary establishment and bract suppression in maize and rice (Wang et al., 2009; Whipple et al., 2010), whereas the close Arabidopsis homolog, *HANABA TARANU*, functions in floral organ development (Zhao et al., 2004). However, in some cases orthologous genes can take on context-specific functional roles. The rice ortholog of *baf1*, *DEPRESSED PALEA 1* (*DP1*), regulates palea formation, and floral organ number (Jin et al., 2011), while its close homolog in Arabidopsis, *AHL22*, functions in the floral transition (Yun et al., 2012).

We anticipate that species-specific expression differences underlie the variation in inflorescence form in *Setaria* spp. compared to maize and other closely related grasses. While we are beginning to elucidate some of the genes responsible for these morphological differences through mutant screens and experimental analyses (Yang et al., 2017), identifying subtle variation in gene regulation at the network level will require parallel transcriptomics resources from other species. In addition, using co-expression analyses to prioritize novel candidate genes as having previously undefined functions in development will also be most powerful when evaluated in the context of comparable datasets. Thus, a detailed knowledgebase of how the expression of individual genes shift during development and how co-expressed gene modules are rewired across grass species, is invaluable to understanding the genetic basis for morphological diversity in grass inflorescence architecture.

The apparent similarity between maize and *S. viridis* at the transcriptome level supports its use as a functional model for panicoid cereals, especially when paired with rapid advances in gene editing and transformation technologies (Zhu et al., 2017). Our transcriptomics analyses provide a platform for gene discovery in *S. viridis* inflorescence development and a comparative model for studying diverse architectures of agronomically important cereal crops. With respect to the former, it is anticipated that these data will help uncover novel expression patterns associated with the unique features of *S. viridis* inflorescence morphology, which can be translated to other millets (Huang et al., 2016), including subsistence crops in many developing countries that remain largely untapped for genetic improvement.

## Accession Numbers

RNA-seq data (raw sequence reads and processed data files) generated in this study and the WGCNA gene co-expression matrix are available from the NCBI Gene Expression Omnibus (GEO; www.ncbi.nlm.nih.gov/geo/) under accession number GSE118673.

## Author Contributions

AE and EK conceptualized and supervised the work. MB established the developmental sampling scheme. JY and MB performed SEM and RNA-seq experiments. JY and CZ performed bioinformatics analyses and data visualization. CZ, JY, EK, and AE wrote the paper. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A Dynamic Co-expression Map of Early Inflorescence Development in Setaria viridis Provides a Resource for Gene Discovery and Comparative Genomics
**Source:** Front Plant Sci. 2018 Sep 12;9:1309. doi: 10.3389/fpls.2018.01309
**Supplement:** FIGURE S1 — Correlations of global gene expression profiles across all samples.

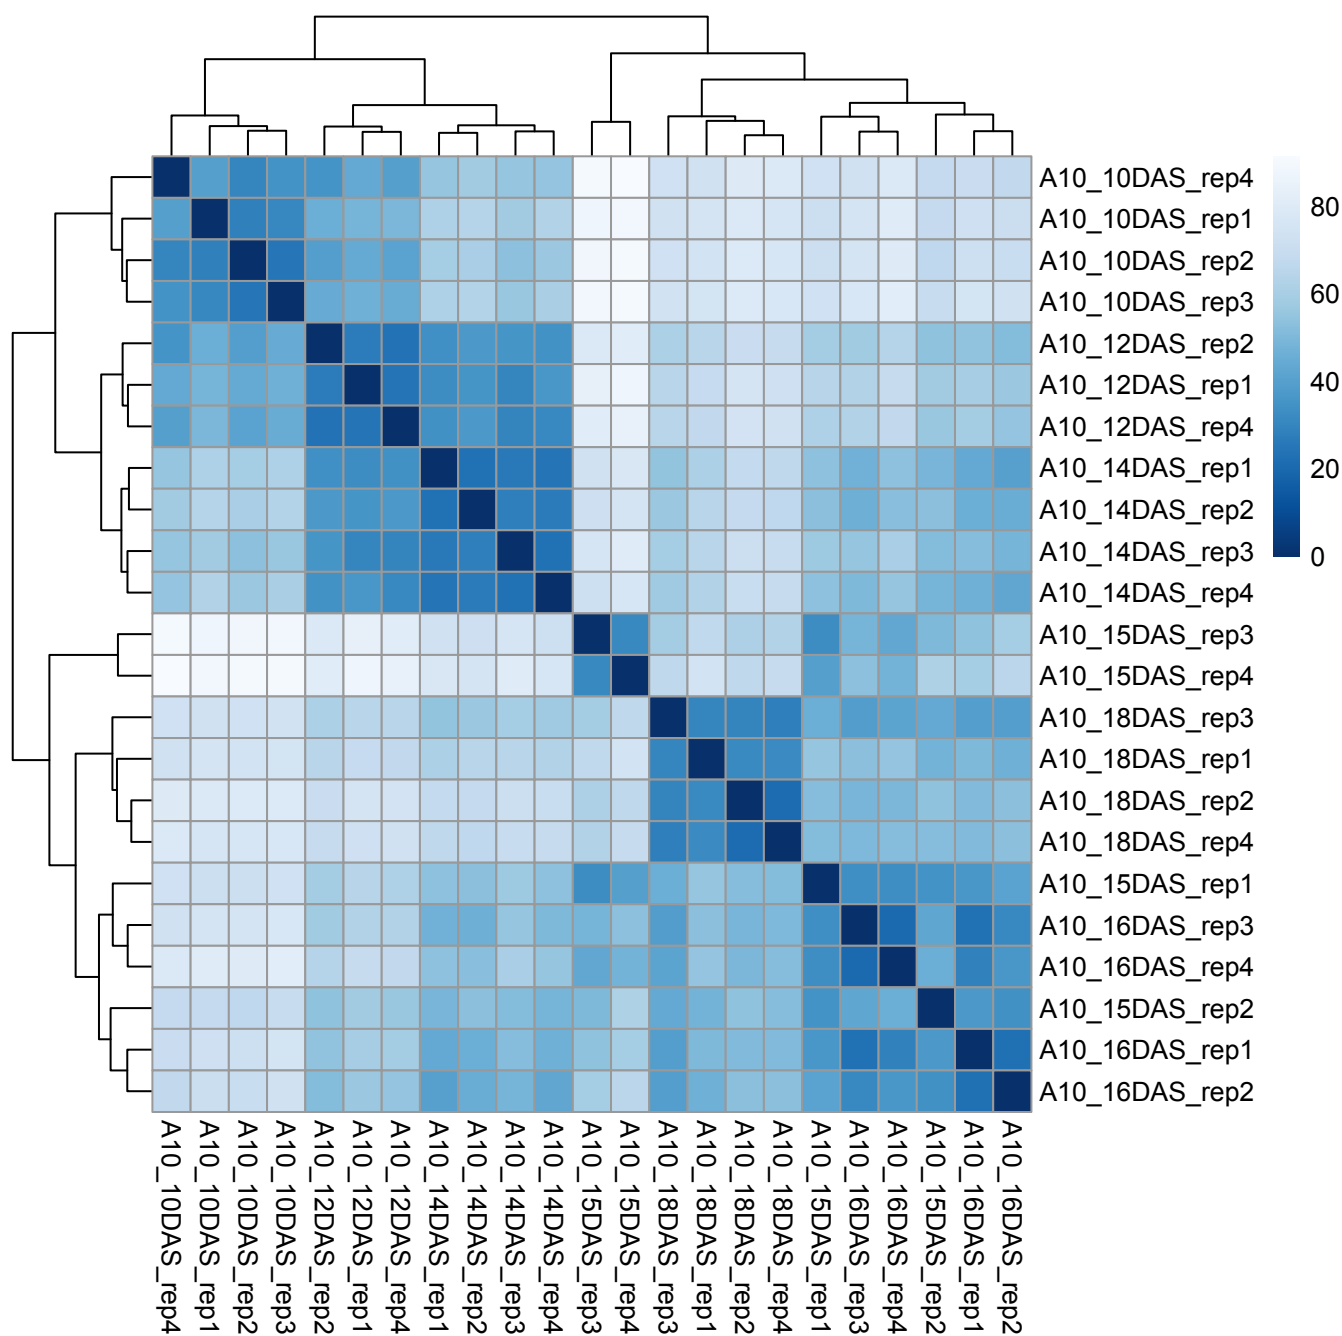

**Figure S1. Correlations of global gene expression profiles across all samples:** biological replicates and developmental stages. TPM values for 35,214 genes were used to determine correlations among samples. In general, biological replicates representing a given developmental stage clustered together in a distinct group. Two 15 DAS samples clustered with 16 DAS samples, which was not surprising given the similarity in stages and complexity of the pooled inflorescence primordia at this time. Surveying expression of individual developmental genes and TFs in Figures S2 and S4, respectively, indicated that differences between 15 and 16 DAS can be resolved and supported by Standard Deviations among biological replicates. Expression levels of individual replicates are provided for each gene in Supplementary Table S2.

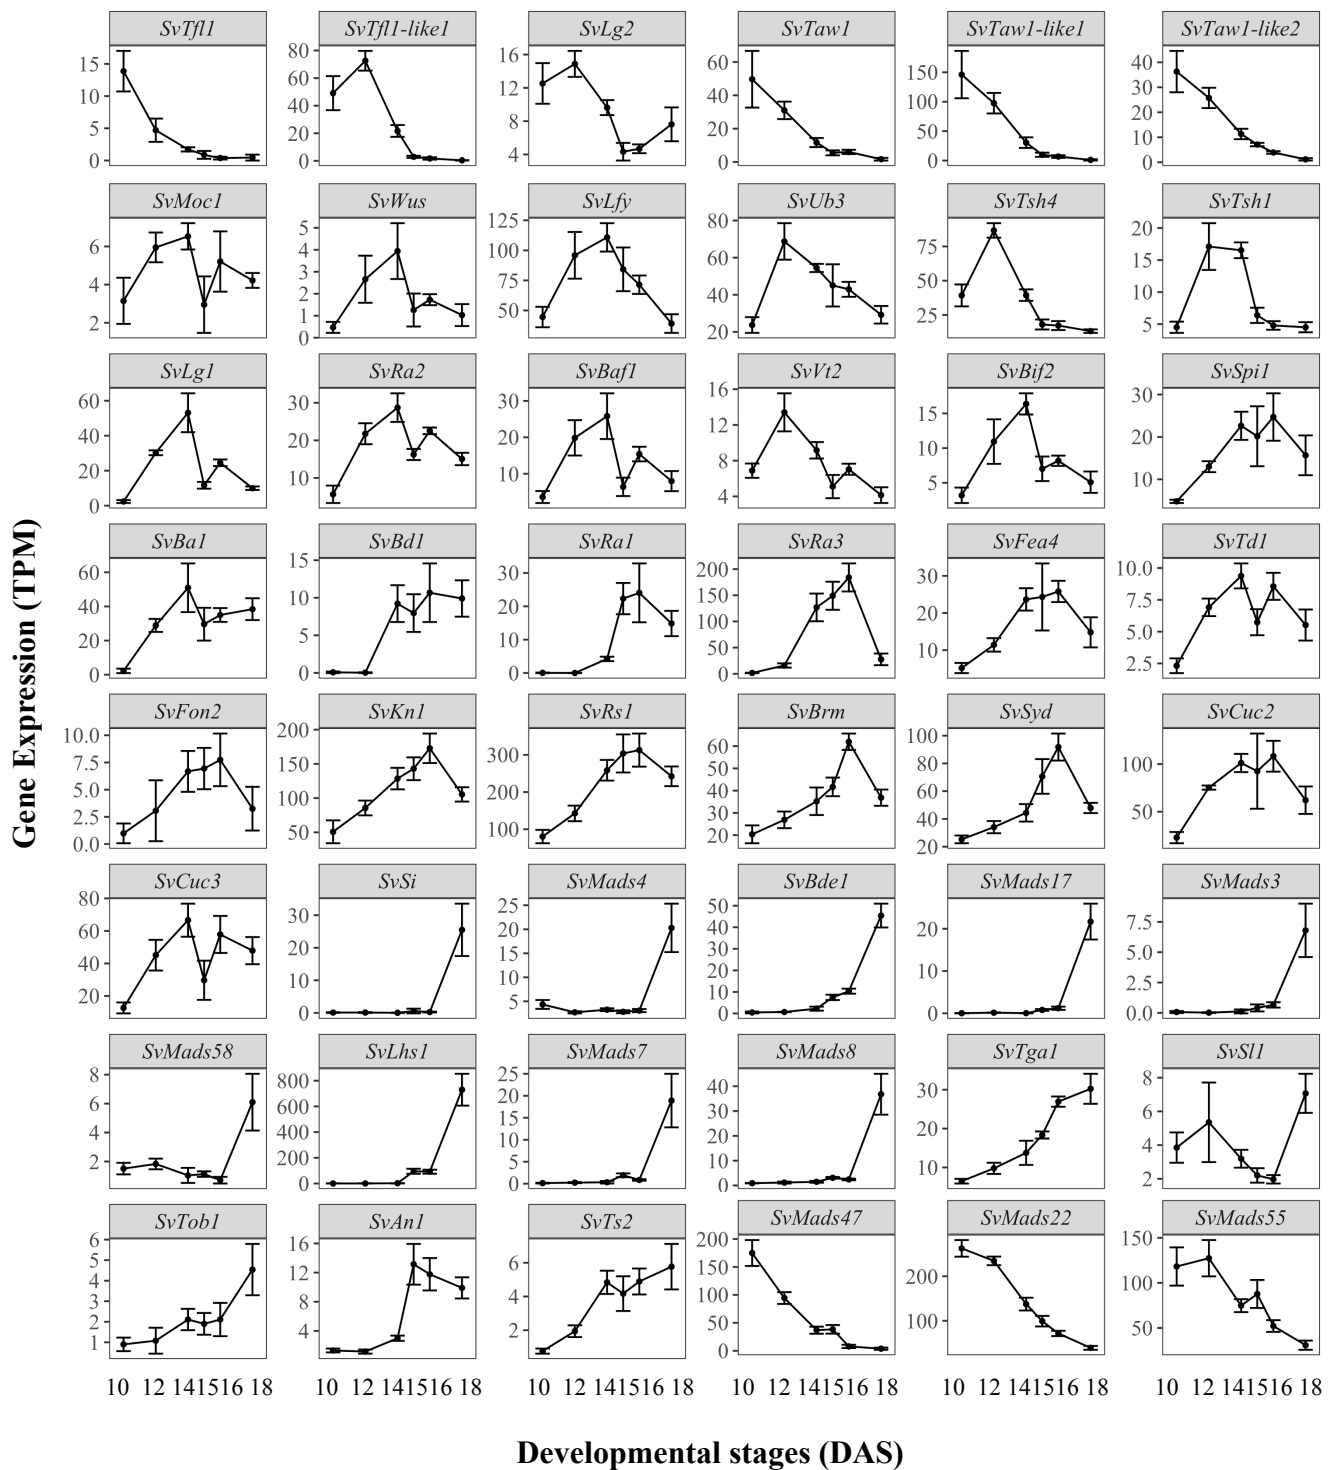

**Figure S2. Expression profiles of orthologs of known developmental genes across six stages of *S. viridis* inflorescence development showing standard deviation among biological replicates.** These profiles support the robustness of the RNA-seq data across development and biological replicates; dynamic changes across development are consistent with what has been shown for orthologs of these genes in other species and variation among replicates is low and not biased for a specific stage.

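Supplementary Figure S2 plots stage means with the standard deviation among replicates in TPM, that is, after division by transcript length. On the CPM scale the median SD of log2 values within a stage, over the 21180 genes tested, was 0.206 at 10 DAS, 0.147 at 12 DAS, 0.169 at 14 DAS, 0.245 at 15 DAS, 0.161 at 16 DAS and 0.172 at 18 DAS. Without replicate 2 of 15 DAS the value for that stage was 0.214. For 25 of the genes named in the text, the log2 ratio of stage means in the paper's TPM could be set against the ratio in CPM, after removal of a shift common to all genes of a stage, and none differed by more than 0.01. This shift, the median over 274 genes relative to 10 DAS, was -0.044 at 12 DAS, -0.116 at 14 DAS, -0.232 at 15 DAS, -0.262 at 16 DAS and -0.121 at 18 DAS.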

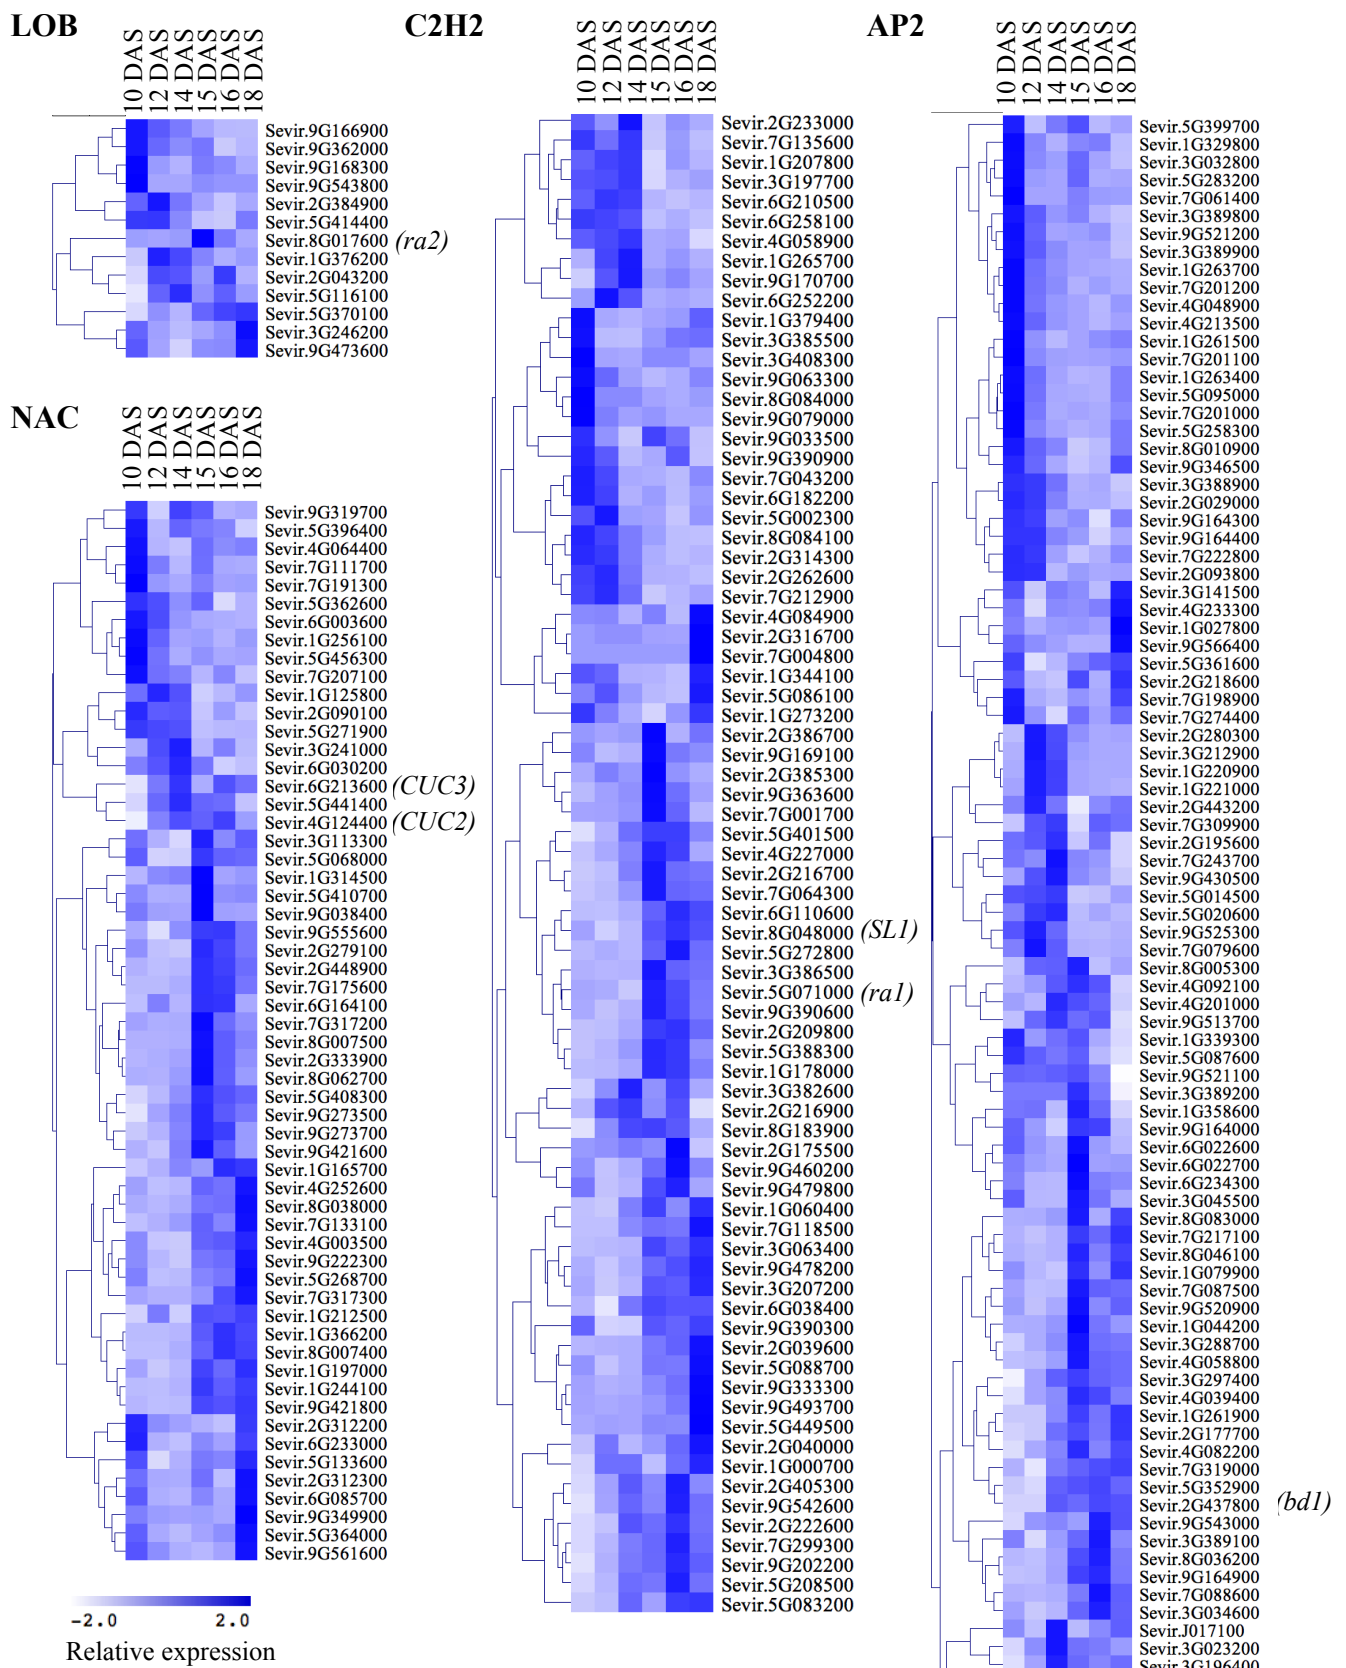

**Figure S3. Dynamic expression profiles of TF families during inflorescence development in *S. viridis*.**

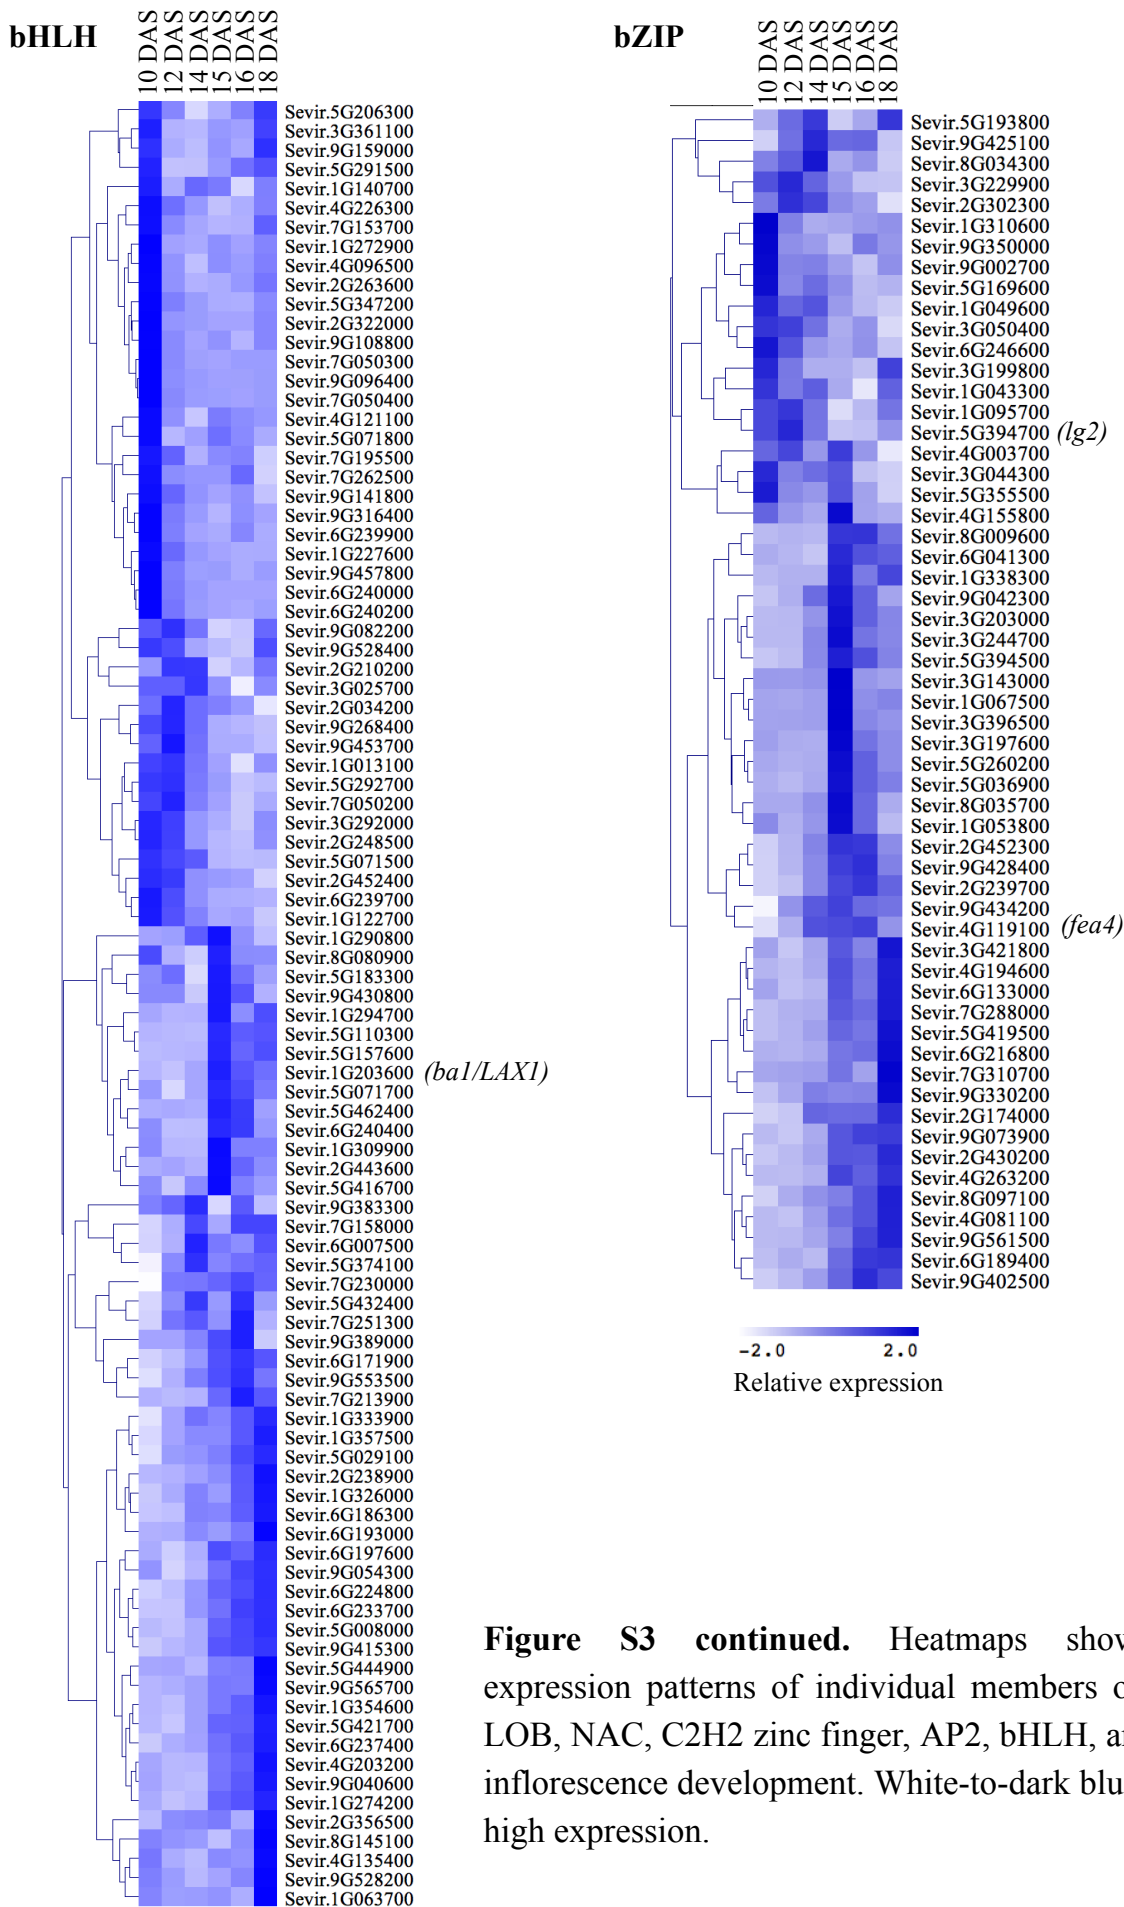

**Figure S3 continued.** Heatmaps show normalized expression patterns of individual members of TF families: LOB, NAC, C2H2 zinc finger, AP2, bHLH, and bZIP during inflorescence development. White-to-dark blue means low to high expression.

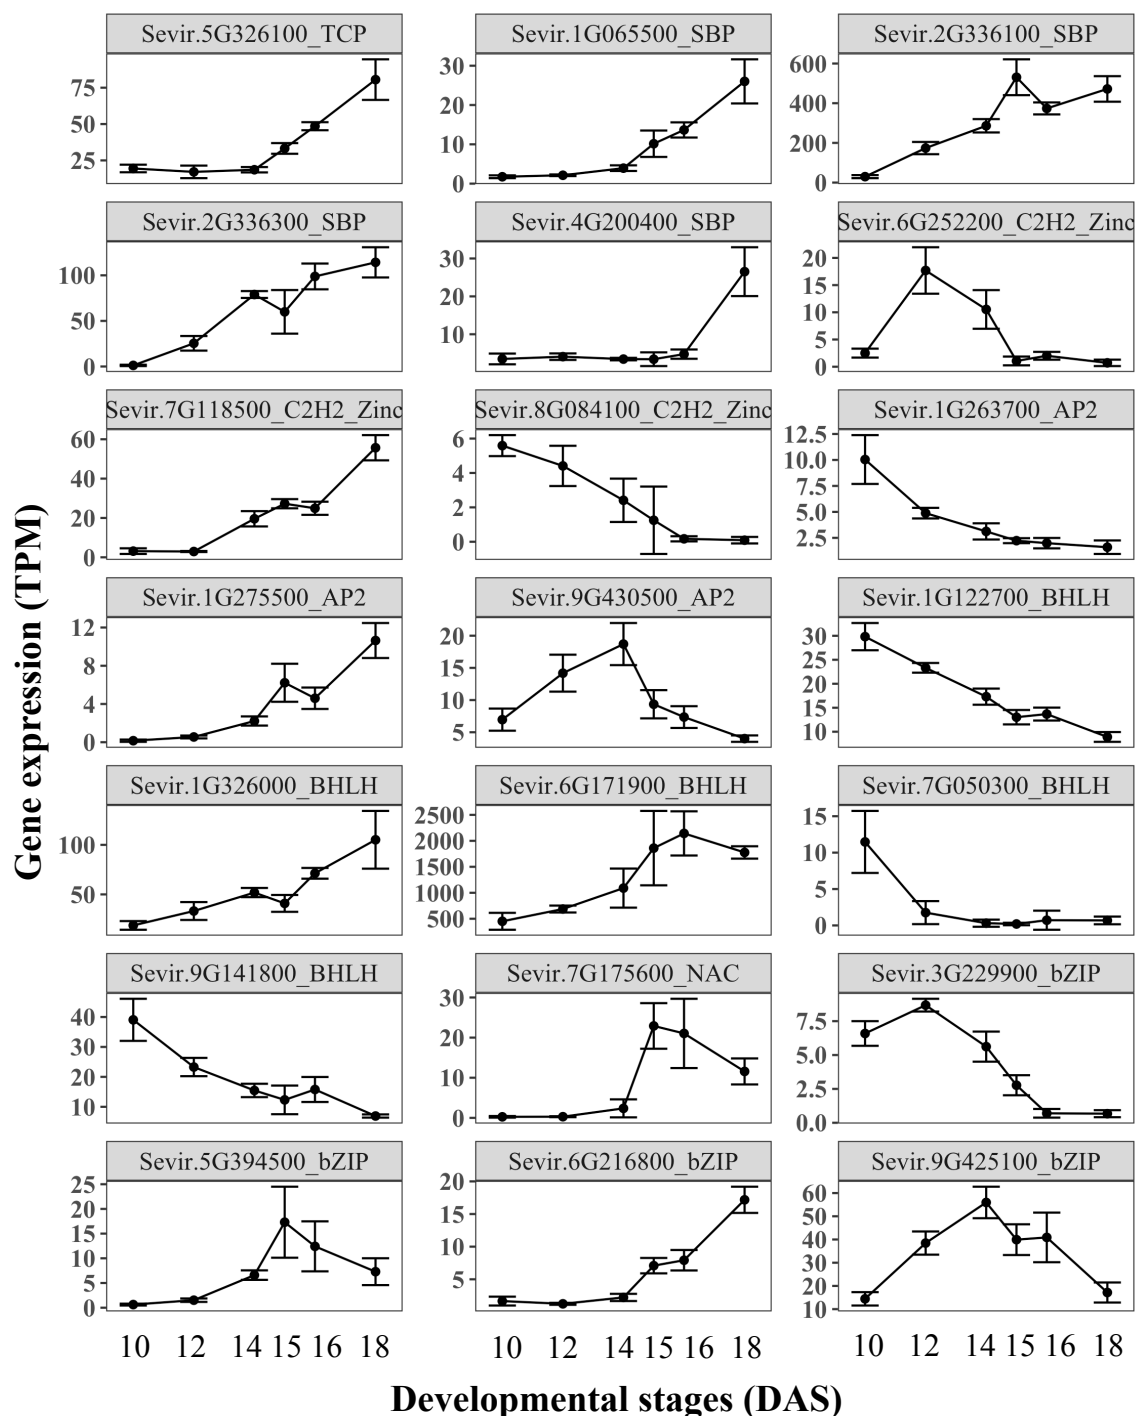

**Figure S4. Expression profiles of uncharacterized TFs with highly dynamic changes during inflorescence development.** Previously uncharacterized TFs from diverse families were identified as promising candidates in regulation of inflorescence development based on their expression profiles: all demonstrated large fold changes and high expression levels with a collective TPM > 10 across the six stages.

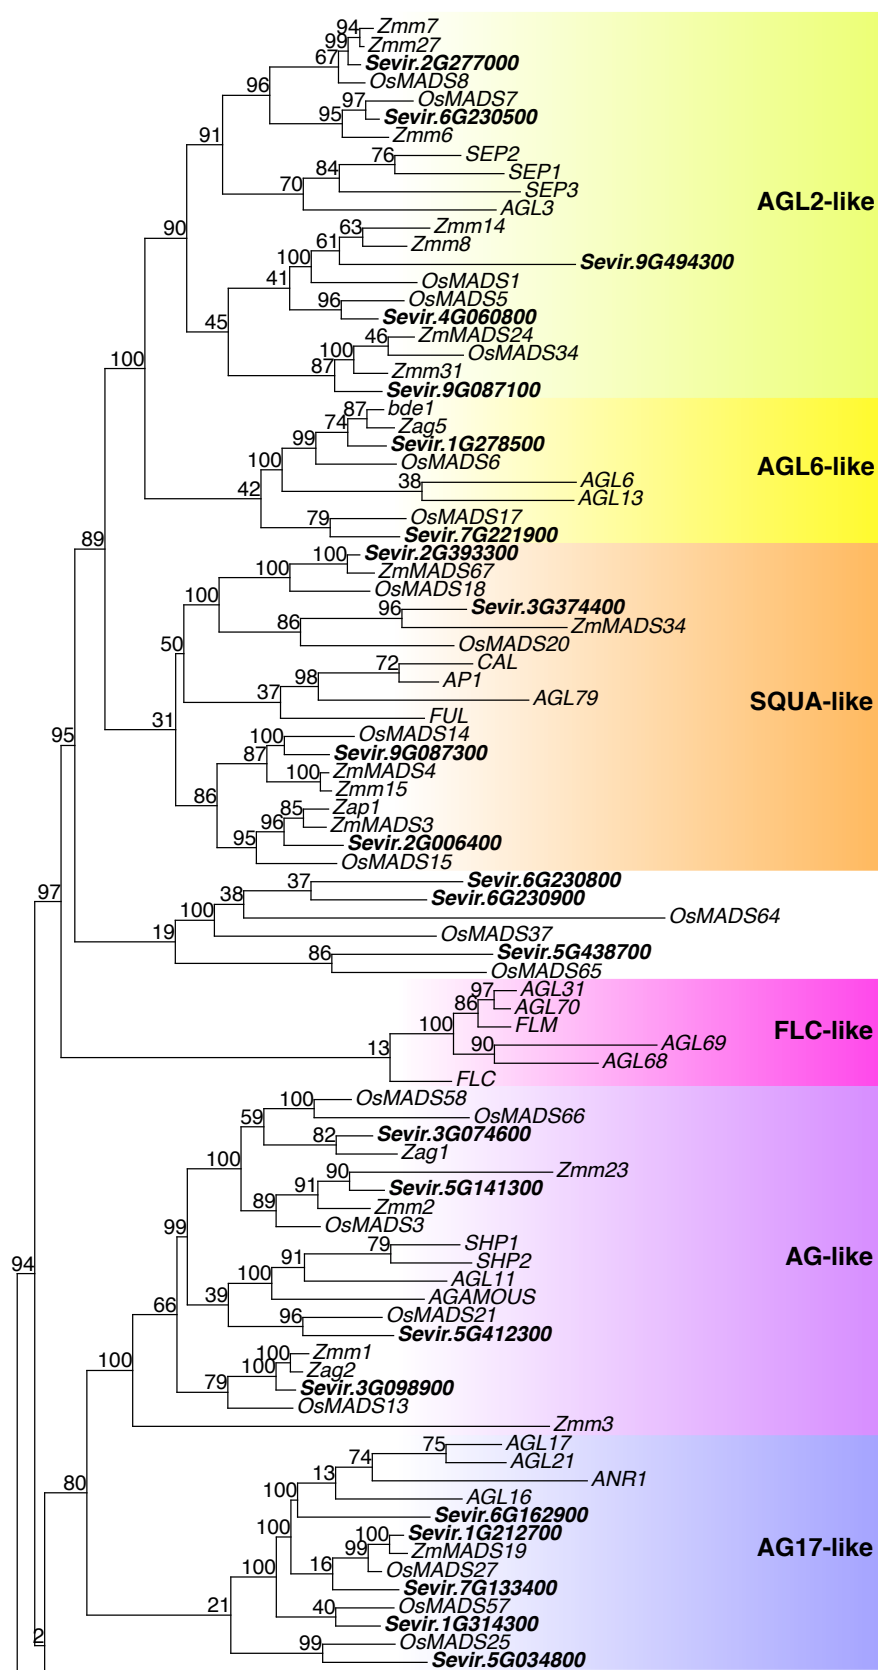

**Figure S5.** Phylogenetic relationship of *S. viridis* MIKC-type MADS-box TFs with homologous genes in rice, maize, and Arabidopsis.

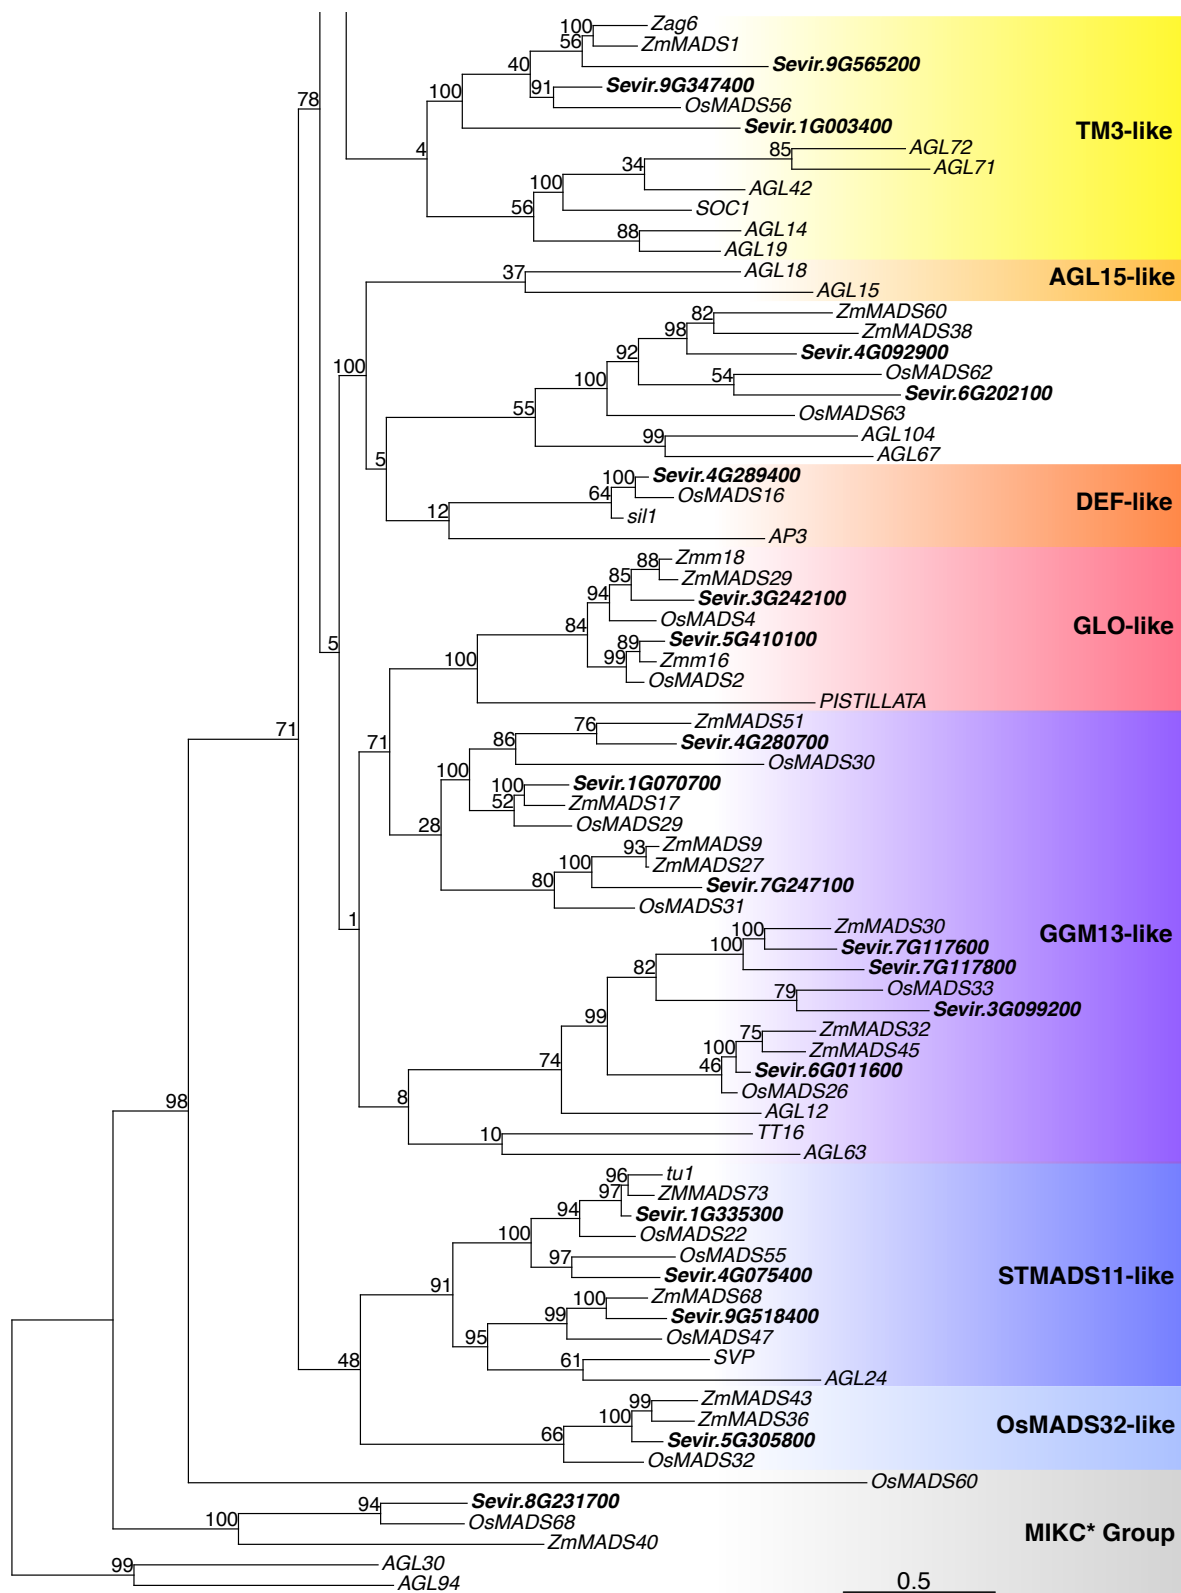

**Figure S5 continued.** The tree was constructed using protein coding sequences from maize, rice, Arabidopsis and *S. viridis* and a maximum likelihood method by RAxML. Colors depict previously annotated MADS-box clades. *S. viridis* MIKC-type MADS-box genes are highlighted in bold.

**A**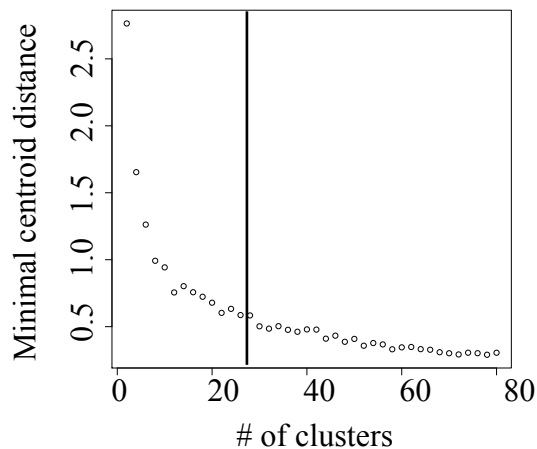

**Figure S6. Cluster number selection for FCM and developmental trajectories of 25 clusters.** (A) The Dmin plot used to determine the optimal number of clusters shows the relationship between the minimal distance among cluster centers (centroids) with cluster number. (B) 25 clusters generated from FCM analysis.

**B**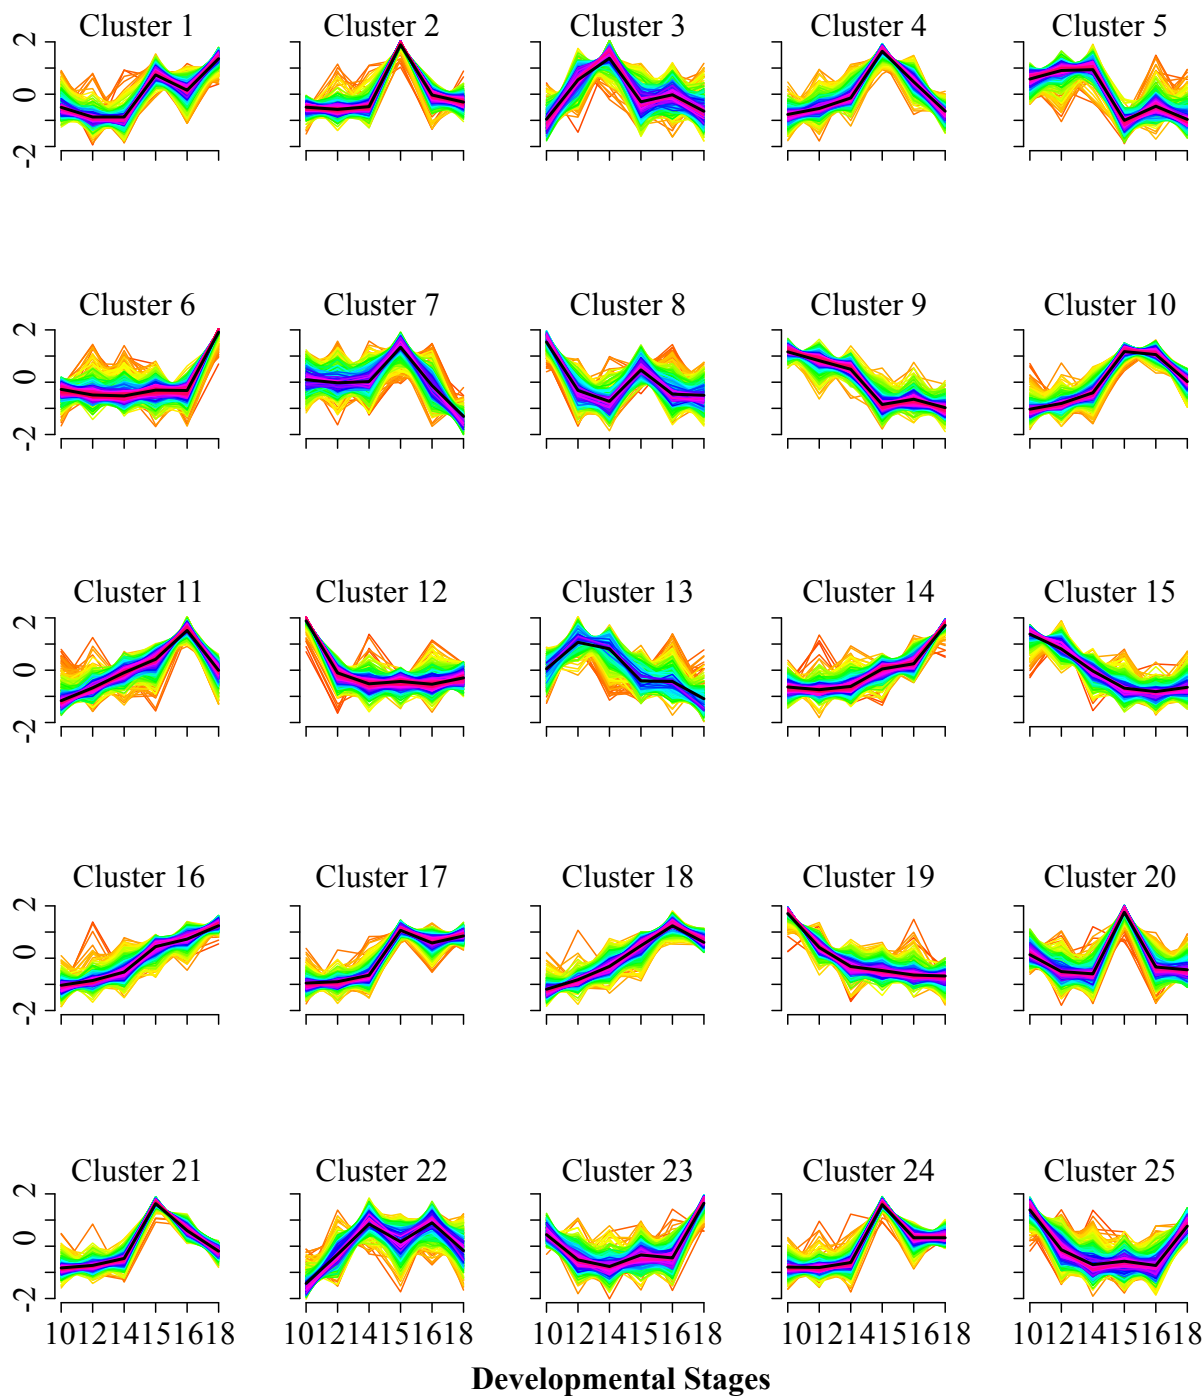

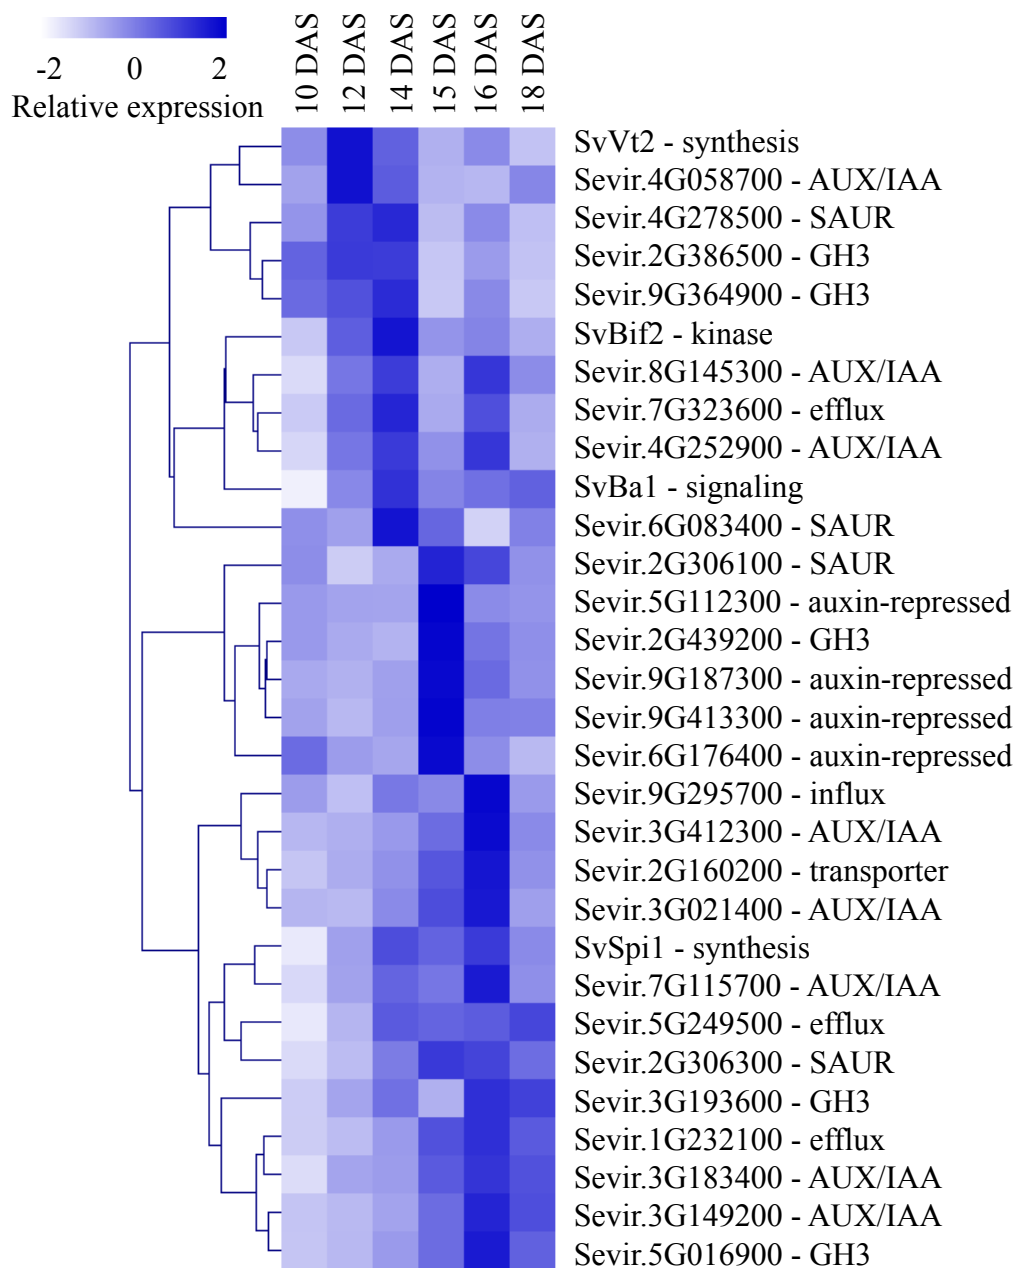

**Figure S7. Expression profiles of auxin-related genes from Groups 2 and 3.** Auxin-related genes include those involved in the synthesis, transport, signaling and response to auxin. Functional classifications listed to the right of the *S. viridis* gene names are based on annotations of homologous genes extracted from Phytozome, which are listed in Supplemental Table S5. White-to-dark blue = low-to-high gene expression. Only genes with a collective expression level of >10 TPM across the six stages are shown.

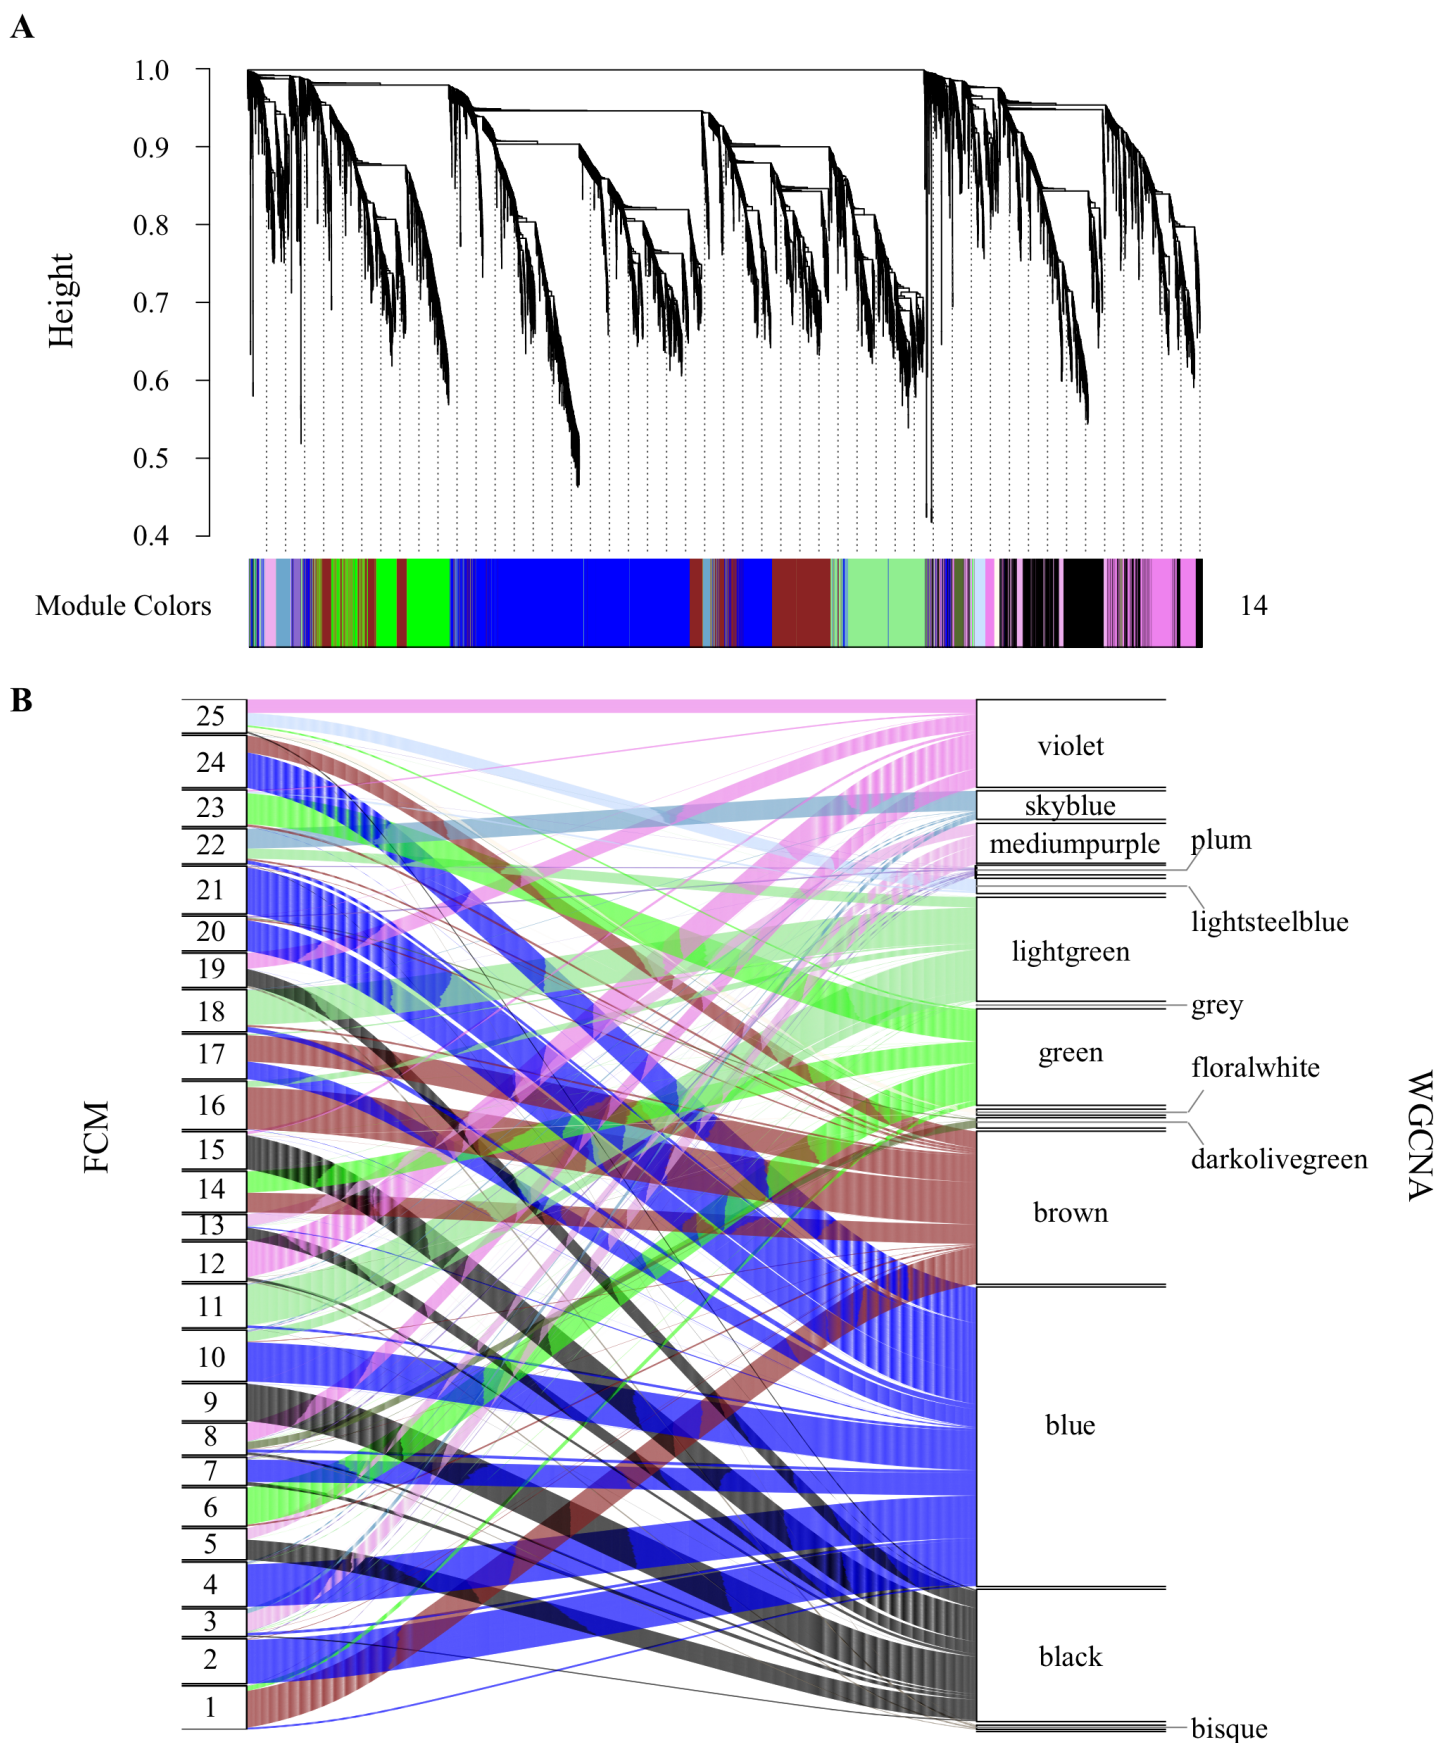

**Figure S8. Assignment of genes to co-expression modules using WGCNA and comparison to FCM analyses.** (A) The cluster dendrogram shows hierarchical clustering of 11,425 genes and their assignments to 14 modules of co-expressed genes by a major tree branch. (B) The alluvial diagram shows association of these 14 modules with 25 co-expression clusters by FCM. Each line represents a gene and the color indicates the module it associates with WGCNA on the right. Cluster numbers from FCM analysis are shown on the left.

How the deposited data were processed for this re-analysis (not part of the article)

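The values come from the single table that the authors deposited for the 23 libraries. The deposited values are expected counts (estimated counts) for 35214 genes, which the authors made with Salmon v0.8.1 and tximport v1.0.3 on the primary transcripts of the S. viridis v1.1 annotation, without normalization. Reads were not mapped again. The table has no transcript lengths, so TPM was not recomputed. Labels were taken from the column names, and the column totals equal the mapped reads of Supplementary Table S1 in all 23 libraries.

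The counts were rounded to whole numbers, since 71046 values (8.77%) had a fraction. The 5210 genes with only 0 after rounding were left out. The main processing was edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (21180 genes), a model with a mean for each stage, and the quasi-likelihood F-test. Robust estimation was not used. Tests were two-sided, and p values were adjusted by the Benjamini-Hochberg method over all tested genes in each comparison. The alternatives, set before any value was read, were DESeq2 1.42.0, scaling by library size alone, all 30004 genes with at least 1 count, the 17080 genes with at least 10 counts in every library, replicate number as a block, fits of only the stages compared, and fits that leave out each library in turn.

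CPM values in the text are TMM-normalized. Within-stage spread is given as SD and the error of an edgeR fold change as a standard error. The latter was derived from the test, as the absolute log2 fold change divided by the square root of the F statistic. Fold changes are rounded to 2 decimals on the log2 scale and other values to 3 significant digits. Where all libraries of the lower group hold at most 3 counts, a lower bound is given in place of a fold change, with these libraries set to 3 counts each.

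Named genes are those that the paper's Results give with an identifier, including the seed genes of its sub-networks. SvTaw1-like 1 is not reported here, since its identifier as printed lacks a digit. Members of the gene lists were read from Supplementary Tables S4, S5 and S7. The copy of Supplementary Table S2 used here was incomplete and holds 1056 genes, where the paper gives values for 35214. Identifiers were used as the paper writes them, because the RefSeq table at hand names none of them.

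Dynamically expressed genes were selected with the criteria of the paper's methods on CPM stage means. Fuzzy c-means clustering used e1071 1.7.16 with 25 centres, the fuzzifier formula of Mfuzz and 20 starts. The network used the topological overlap of an unsigned network of CPM with soft power 18, computed with numpy 2.4.6 in Python 3.11.15. Exact tests of gene pairs enumerate every division of the libraries between the stages.

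The code was tested on simulated data before use. With 200 genes changed 2-fold among 20760, edgeR recovered from 72.5% to 79.5% of them, with at most 2.7% false calls among the genes called. With replicate number as a block, edgeR recovered from 69.5% to 77.5%, with at most 4.1% false calls. DESeq2, with 200 genes changed among 20764, recovered 82.0% with 6.3% false calls. In each simulation the changes lay at a single stage, equally divided between higher and lower, and all other genes were equal at every stage. In the data 11938 genes were called between 14 and 15 DAS, and recovery and false calls with so many changes were not simulated. No pair of libraries within a stage was a copy, since the chi-square per degree of freedom of the 33 pairs was 3.68 to 44.92.

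Gene Ontology terms, promoter motifs, phylogenies, in situ hybridization and microscopy were not analysed here. The modules of the network were not recomputed, and only the edges that Supplementary Table S7 lists were followed.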

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

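In this part, the tests of the sequencing run and of library preparation for the genes highest at 15 DAS, and the number of them found again after thinning, were chosen only after the result was seen, and the other tests were set before.

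Single libraries lay far from the other 3 of their stage in 9 of the 276 groups of 4 libraries tested, and these 9 groups belong to named genes. Chance alone gives about 13.8 such groups, so the number is not in excess and no explanation is offered for any of them. No biological explanation was tested.

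At 16 DAS, replicate 4 of SvTaw1 was at 8.17 CPM against 12.78 to 13.56 CPM in the others. At 10 DAS, replicate 3 of the OsMADS47 homolog was at 289.7 CPM against 227.09 to 236.33 CPM. At 18 DAS, replicate 1 of SvRa2 was at 21.46 CPM against 26.86 to 27.45 CPM. At 14 DAS, replicate 3 of SvRa1 was at 0.81 CPM (13 counts) against 1.11 to 1.13 CPM. SvSi1 had 0.24 CPM (4 counts) in replicate 3 of 10 DAS against 0.04 to 0.07 CPM, and 1.37 CPM (20 counts) in replicate 4 of 15 DAS against 0.11 to 0.30 CPM. Replicate 1 of the OsMADS7 homolog at 14 DAS had 0.84 CPM (15 counts) against 0.17 to 0.21 CPM. Replicate 2 of SvTga1 at 14 DAS had 30.43 CPM against 19.18 to 20.89 CPM, and replicate 2 of SvDfl1 at 15 DAS had 38.57 CPM against 61.79 to 64.79 CPM. Replicate 3 of 10 DAS appears in 2 of the 9 and no library appears more often. The group contrasts of these genes, where the paper places them in a group, stayed past the threshold without the library concerned.

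A signal outside what the paper discusses is the set of dynamically expressed genes with their highest mean at 15 DAS, 2789 of 10413, since none of the groups that the paper describes peaks at that stage. The number was 2502 without replicate 4 of 15 DAS, 3173 without replicate 2 of 15 DAS and 3362 with library size alone in place of TMM. Of these genes 2478 were tested, and 1157 of them (46.7%) were lower at 16 DAS by edgeR, which compares libraries of the same run. For these 1157 the fall from 15 to 16 DAS lies within a run, so a difference between the runs does not account for that fall. It does not settle the peak, because a lower mean at 16 DAS is part of how the genes were chosen. Their higher mean at 15 DAS than at the stages of the paired-end run also compares the runs. A decline over all stages with an offset between the runs could give the same peak. For the other 1321 the sequencing run cannot be told apart from development either. Within the run their mean at 15 DAS did not exceed that at 16 DAS by the test. Library size is argued against, because 2826 genes met the criteria with their highest mean at 15 DAS when every library was thinned to the smallest total, among them 2507 of the 2789 (89.9%). A few genes taking most of the counts is argued against as well, because the 20 most abundant genes held at most 4.58% of the counts at 15 DAS and from 3.28% to 4.81% at the other stages. Transcript length could not be weighed, because the copy of Supplementary Table S2 used here holds only 1056 genes. In the supplementary tables at hand 2.87% of the genes highest at 15 DAS have a length. A difference in the preparation of the 15 DAS libraries cannot be told apart from a change in development, because all libraries of that stage share it if there was any. At most 87.45% of the reads of a 15 DAS library were mapped, against 88.82% or more in every library of the other stages. A peak of expression at 15 DAS in development stays open as an untested biological explanation.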

How the results depend on the processing

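In this part, the comparison of the pairings of 15 with 16 DAS libraries was chosen only after the result was seen, and the others were set before. The alternatives are the fits named under the processing.

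Of the 1384 alternative values of the group contrasts of the named genes, all kept their direction and their side of the threshold. Within a run, 1378 of 1384 did. SvLg2 fell from 0.49 to 0.41 without replicate 3 of 10 DAS and to 0.47 without replicate 2 of 14 DAS, SvTs2 from 0.60 to 0.50, 0.53 and 0.51 without replicate 3 of 15 DAS, replicate 4 of 15 DAS and replicate 1 of 18 DAS, all past the threshold no longer, and SvAn1 passed it at -0.41 without replicate 2 of 15 DAS. For 12 against 14 DAS, where changes are small, 728 of 750 values stayed. SvMoc1 reversed to -0.05 without replicate 4 of 12 DAS (0.18 without replicate 1 of 12 DAS) and SvTsh1 to 0.08 without replicate 1 of 12 DAS (-0.23 without replicate 2 of 12 DAS), and neither was past the threshold before. The cause was not tested.

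The number of genes changed between 10 and 12 DAS ranged from 1739 without replicate 1 of 12 DAS to 4037 without replicate 4 of 10 DAS. For 12 to 14 DAS it ranged from 510 without replicate 2 of 12 DAS to 1341 without replicate 2 of 15 DAS, and it was 1676 in a fit of these stages alone. Between 15 and 16 DAS it was 4126 without replicate 3 of 15 DAS and 6704 without replicate 2 of 15 DAS. The cause was not tested. The number differing among the 6 stages stayed between 15458 and 19853.

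Other divisions of the same libraries tested whether the counts follow from the grouping. Of 35 divisions of 10 and 12 DAS, 2 gave at least the 3040 genes of the real one, which is 1 of these 2. The other set replicates 1 to 3 of 10 DAS against replicate 4 of 10 DAS and all of 12 DAS, with 3297 genes, so this count does not stand apart from a grouping in which replicate 4 of 10 DAS is placed with 12 DAS. For 12 and 14, 14 and 15, 15 and 16, and 16 and 18 DAS only the real one, 1 of 35, reached the count, with 106, 3610, 3020 and 171 genes as the highest others. The counts over the 6 stages, the TF families, the candidate TFs, the auxin-related genes and the named genes across and within runs were each reached by 1 of 100 divisions, the real one.

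With library size alone in place of TMM, the share of changed genes that were higher at 15 than at 14 DAS was 61.9% (7414 higher, 4559 lower) instead of 52.1%, and the share higher at 16 than at 15 DAS was 32.6% (1987 higher, 4100 lower) instead of 48.2%. The median log2 fold changes were 0.128 and -0.105, against 0.028 and -0.025 with TMM, so the balance of higher and lower genes at 15 DAS rests on the scaling.

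Of the TF family members, 249 instead of 411 were called with at least 10 counts in every library, and named genes fell from 50 to 34, because fewer genes are tested. Dynamically expressed genes numbered 6301 instead of 10413 with stage means summing to at least 10, and those highest at 15 DAS 1553 with that sum and 1817 with a mean of at least 1, instead of 2789, since these limits remove genes. With library size alone in place of TMM, those highest at 15 DAS numbered 3362.

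The median SD at 15 DAS, 0.245, was 0.214 without replicate 2 of 15 DAS, 0.258 without replicate 1 of 15 DAS, 0.214 with at least 10 counts in every library and 0.271 with all genes of at least 1 count.

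Sub-network edges above 0.2 numbered 1 in the main setting, 124 with signed weights, 0 with library size alone, 4 with log2(CPM+1), 20 with soft power 12 and 40 with only the 11 libraries of 10, 12 and 14 DAS. They numbered 0 without replicate 3 of 15 DAS, replicate 4 of 15 DAS or replicate 4 of 18 DAS, and 5 without replicate 4 of 10 DAS. The cause was not tested.

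With replicate number as a block, 18525 genes differed among the stages instead of 18694. Over all stages the median correlation of deviations was 0.021 for 55 pairs that share a number and 0.012 for 165 pairs with different numbers. Between 15 and 16 DAS it was higher, at 0.309 for the 4 pairs that share a number (0.071 to 0.527, 3 of them over 0.1) against -0.169 for the other 12 (-0.535 to 0.435), and 2 of the 24 ways to pair these libraries, the numbered one among them, reached its mean. At no step was every such pair over 0.1, so the numbers were not taken as pairs.

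Depth limits the genes near the floor. SvFon2, SvTob1, SvWus and SvRa1 rest on few counts per library, and for these only large changes are detectable.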

Differences from the paper's values

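In this part, the highest stages with the shifts removed and the error of the gap to 10 DAS were chosen only after the result was seen, and the other tests were set before.

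In Supplementary Table S7 the paper has 127 edges above a weight of 0.2, and in the unsigned network from CPM 1 of these was above 0.2. Of the alternatives set before the data were examined, signed weights gave 124, within the paper's value, but they also lifted the partners above 0.2 of the same regulators, among all dynamically expressed genes, from 106 to 2396, so they do not single out the 127 edges. This number is not limited to a module, as the paper's sub-networks are. Library size alone (0), log2(CPM+1) (4), soft power 12 (20), only the 11 libraries of 10, 12 and 14 DAS (40) and the fits without 1 library (0 to 5; 0 without replicate 3 of 15 DAS, replicate 4 of 15 DAS or replicate 4 of 18 DAS, and 5 without replicate 4 of 10 DAS) did not close the gap. The paper's text does not name the type of network.

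The median weight of these edges is 0.213 in the paper and was 0.119 here. Of the same alternatives, signed weights (0.26) and soft power 12 (0.173) came within 1.5-fold of the paper's value, and library size alone (0.111), log2(CPM+1) (0.101), the 11 libraries of 10, 12 and 14 DAS (0.044) and each fit without 1 library (0.109 to 0.129) did not.

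The paper describes the clusters of Group 3 as peaking around 16 DAS. By CPM, 8 of the 16 genes named there had their highest mean at 14 DAS, 7 at 16 DAS and 1 at 18 DAS. Relative to the paper's TPM, log2 CPM is shifted by -0.116 at 14 DAS and -0.262 at 16 DAS. It is shifted by -0.121 at 18 DAS. With these shifts removed, SvFea4, SvSpi1 and SvCuc2, highest at 14 DAS by CPM, and SvBd1, highest at 18 DAS by CPM, are highest at 16 DAS, where 11 of the 16 then peak, and SvTd1, SvBa1, SvCuc3, SvBad1 and SvTb1 stay highest at 14 DAS.

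The paper has SvTd1 and SvFea4 increasing later than SvBif2 and SvUb3. By edgeR SvTd1 rose from 10 to 12 DAS (log2 fold change 1.53), as SvBif2 and SvUb3 did, and SvFea4 rose at that step by 1.10. From 12 to 14 DAS SvFea4 rose by a further 0.97 (edgeR, adjusted p = 0.0176), while the changes of SvTd1 (adjusted p = 0.256), SvBif2 (adjusted p = 0.235) and SvUb3 (adjusted p = 0.142) were within the replicate error. This step of SvFea4 was not past the threshold without replicate 2 of 12 DAS (adjusted p = 0.107), replicate 4 of 12 DAS (0.0833) or replicate 2 of 14 DAS (0.0611). The paper's Figure 4 places the later increase at 14 to 16 DAS. Here the mean of SvFea4 was 29.3 CPM at 14 DAS and 28.9 CPM at 16 DAS, and that of SvTd1 30.4 and 25.1 CPM. With the shifts above removed, SvFea4 is highest at 16 DAS, so its direction between these stages depends on the unit. SvTd1 stays highest at 14 DAS.

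Genes of Group 1 are described as highest at 10 DAS. SvTfl1-like, SvLg2 and the OsMADS55 homolog had their highest mean at 12 DAS, with changes from 10 DAS that were within the replicate error. With the shifts above removed these stay at 12 DAS, and the TFL1-like homolog (Sevir.7G097700), at 0.27 CPM at 10 DAS and 0.25 CPM at 18 DAS and too low to be tested, moves from 10 to 18 DAS, which leaves 6 genes at 10 DAS.

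The paper places SvAn1 in a group that rises after 14 DAS and peaks largely at 18 DAS. Its highest mean here was at 15 DAS, and its log2 fold change from 15 to 18 DAS was -0.31, or -0.41 without replicate 2 of 15 DAS.

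For the genes of Supplementary Figure S2 the paper describes a variation among replicates that favours no stage. Over all genes tested here the median SD was 0.245 at 15 DAS and 0.147 to 0.206 at the other stages (a gap of 0.039 to 10 DAS, with a jackknife standard error of 0.048), with 0.214 at 15 DAS without replicate 2 of 15 DAS.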

Other observations

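In this part, the number of genes called again in the same direction after thinning and the gaps between median SDs with their errors were chosen only after the result was seen, and the other tests were set before. The patterns were found in the same data on which they were tested, so each explanation below stays a hypothesis.

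More genes changed between 14 and 15 DAS (11938) than between other adjacent stages. Library size is argued against, because 10539 genes were called with every library thinned to the smallest total, still the most of any step, among them 10309 of the 11938 (86.4%) in the same direction. The sequencing run changes at the same step. Of these genes 25.0% differed neither among 10, 12 and 14 DAS nor among 15, 16 and 18 DAS, and for the comparison as a whole the run cannot be told apart from development. The other 8950 genes (75.0%) also differ within a run, which does not show that their step between 14 and 15 DAS is development, since 14989 of all 21180 genes tested differ within a run. Transcript length could not be weighed, since only 2.97% of the genes tested have a length in the supplementary tables at hand. The shift from branching to spikelet formation that the paper places at these stages stays open as a biological explanation, and it was not tested.

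The 15 DAS replicates had the highest median SD of log2 CPM, 0.245 (jackknife standard error 0.028) against 0.206 at 10 DAS and 0.147 to 0.172 at the other stages. The gap to 10 DAS, 0.039, is below its jackknife standard error of 0.048, so the 2 stages are not set apart. With all libraries thinned to the smallest total the median SD was 0.253 at 15 DAS, 0.226 at 10 DAS and 0.167 to 0.189 at the other stages. The gaps to 12 and 14 DAS were then 0.086 (jackknife standard error 0.031) and 0.064 (0.029), over 2 standard errors each, which argues against depth as the whole of the difference from these stages. The gap to 10 DAS was 0.027 (0.047), and those to 16 and 18 DAS were 0.072 (0.037) and 0.065 (0.034), little changed from 0.084 and 0.073 but just under 2 standard errors. For these stages depth cannot be told apart from a wider spread at 15 DAS with 4 libraries per stage. Replicate 2 of 15 DAS contributes, as the median SD was 0.214 without it. The gaps to 12 and 14 DAS were then 0.067 (0.017) and 0.045 (0.013), so this replicate is not the whole of the difference from these stages. The gap to 10 DAS was 0.008, and without replicate 3 or 4 no gap reached 2 standard errors, so in general a single deviating library cannot be told apart from a wider spread of all 4. Pools at different points of development remain a candidate explanation. The deviations of the 15 DAS libraries correlated across genes with the change from 14 to 16 DAS at -0.312 to 0.327, while the same measure stayed within 0.205 of 0 in the libraries of 14 and 16 DAS, and 4 libraries are too few to decide. Against it, replicates 1 and 2, with the negative values, had their highest correlation with 16 DAS libraries (0.988 and 0.987). Transcript length could not be weighed here either, with a length for 2.97% of the genes in the tables at hand.

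The largest changes between adjacent stages were listed by a rule set beforehand, as the 2 largest fitted rises and falls among genes with no overlap between the stages and a mean log2 CPM of at least 3. From 10 to 12 DAS the largest rises were those of Sevir.4G060800, a MADS-box gene of Supplementary Table S4 (log2 fold change 5.78), and Sevir.2G336300, an SBP gene (4.28), and the fitted falls were largest for Sevir.6G172300 and Sevir.9G413900. Both lie at the floor at 12 DAS, where the counts show only falls of at least 17.5-fold and at least 2.8-fold, so that of Sevir.9G413900 is not shown to be among the largest. Sevir.4G060800 rose further from 12 to 14 DAS (3.91), where Sevir.6G172300 rose at least 73.8-fold and Sevir.5G083300 (-1.92) and Sevir.8G218700 (-1.88) fell most. Sevir.9G413900 (6.4) and Sevir.8G007500, a NAC gene (5.56), rose most from 14 to 15 DAS, a step that also changes the sequencing run, and Sevir.2G338800 (-3.63) and Sevir.6G134300 (-3.5) fell most. Sevir.2G338800 varied widely at 14 DAS (9.66 ± 12.62 CPM, SD, n = 4), and its fall was -2.12 without replicate 4 of 14 DAS. From 15 to 16 DAS the largest rise was that of SvBaf1 (1.30), followed by Sevir.9G354200, and Sevir.7G162000 (-3.08) and Sevir.8G210100 (-2.77) fell most. From 16 to 18 DAS Sevir.8G050400 (4.11) and Sevir.4G201400 (3.45) rose most, and Sevir.8G033100 (-5.06) and SvRa3 (-2.61) fell most. The supplementary tables used here give no names for the genes listed by identifier alone.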
